# DNA methylation at enhancers identifies distinct breast cancer lineages

**DOI:** 10.1038/s41467-017-00510-x

**Published:** 2017-11-09

**Authors:** Thomas Fleischer, Xavier Tekpli, Anthony Mathelier, Shixiong Wang, Daniel Nebdal, Hari P. Dhakal, Kristine Kleivi Sahlberg, Ellen Schlichting, Oslo Breast Cancer Research Consortium (OSBREAC), Torill Sauer, Jürgen Geisler, Solveig Hofvind, Tone F Bathen, Olav Engebraaten, Øystein Garred, Gry Aarum Geitvik, Anita Langerød, Rolf Kåresen, Gunhild Mari Mælandsmo, Hege G Russnes, Therese Sørlie, Ole Christian Lingjærde, Helle Kristine Skjerven, Daehoon Park, Britt Fritzman, Anne-Lise Børresen-Dale, Elin Borgen, Bjørn Naume, Ragnhild Eskeland, Arnoldo Frigessi, Jörg Tost, Antoni Hurtado, Vessela N. Kristensen

## Abstract

Breast cancers exhibit genome-wide aberrant DNA methylation patterns. To investigate how these affect the transcriptome and which changes are linked to transformation or progression, we apply genome-wide expression–methylation quantitative trait loci (emQTL) analysis between DNA methylation and gene expression. On a whole genome scale, in *cis* and in *trans*, DNA methylation and gene expression have remarkably and reproducibly conserved patterns of association in three breast cancer cohorts (*n* = 104, *n* = 253 and *n* = 277). The expression–methylation quantitative trait loci associations form two main clusters; one relates to tumor infiltrating immune cell signatures and the other to estrogen receptor signaling. In the estrogen related cluster, using ChromHMM segmentation and transcription factor chromatin immunoprecipitation sequencing data, we identify transcriptional networks regulated in a cell lineage-specific manner by DNA methylation at enhancers. These networks are strongly dominated by ERα, FOXA1 or GATA3 and their targets were functionally validated using knockdown by small interfering RNA or GRO-seq analysis after transcriptional stimulation with estrogen.

## Abstract (web summary)

Breast cancers are classified based on gene expression profiles but it is well known that DNA methylation patterns are also altered. Here the authors, by combining genome-wide DNA methylation and gene expression analysis, identify transcriptional networks regulated by DNA methylation at enhancers able to separate specific breast cancer subtypes.

## Introduction

Alterations in DNA methylation patterns are considered to be an early event in tumor development^1^ and have emerged as a hallmark of many cancer types including breast cancer^2^. Aberrant DNA methylation has been frequently associated with clinical and histopathological features of breast cancer patients, such as tumor stage, hormone receptor status, survival time, or somatic mutations, as well as molecular (PAM50) subtypes^3–8^. Noteworthy, estrogen receptor (ER)-positive breast tumors display more pronounced changes in their DNA methylation landscape compared to adjacent normal tissue than ER-negative tumors^3, 6^. However, it is still unclear how such genome-wide DNA methylation alterations explain breast cancer heterogeneity.

Transcription factors (TFs) are key proteins involved in the regulation of gene transcription. They specifically bind to the DNA at *cis*-regulatory regions local (promoters) or distal (enhancers) to the transcription start sites (TSSs)^9, 10^. Functional genomics experiments mapping TF binding sites confirmed the importance of enhancer activity in regulating transcription^11, 12^. In breast cancer, ERα^13, 14^, FOXA1^13, 15^, and GATA3^16^ are three TFs contributing to the regulation of genes associated with estrogen dependent tumor growth. A recent unsupervised study of DNA methylation in human cells revealed that enhancer regions are differentially methylated in a cell-type-specific manner^17^. However, how DNA methylation at enhancers and transcription factor binding sites affects breast cancer pathogenesis is still poorly understood.

Aberrant CpG methylation at *cis*-regulatory regions-like promoters is often associated with repression of the associated gene^18^. However, a large portion of aberrantly methylated CpGs in breast cancer are located in intergenic regions^7^. One of our recent studies demonstrated that methylation of CpGs as far as 100 kb away from the TSS of a gene could be associated with its expression^5^. Therefore, CpGs in intergenic or enhancer regions may play an important role in the development of breast cancers through the regulation of the expression of distant genes.

We apply for the first time genome-wide expression–methylation quantitative trait loci (emQTL) analysis between DNA methylation and gene expression, and discover that DNA methylation at enhancers and ERα, FOXA1, and GATA3 binding regions is a breast cancer subtype-specific phenotypic feature. Our results reveal a hitherto unknown connection between the epigenome, TF binding activity, and gene expression in breast cancer. Our analysis also highlights the link between tumor-infiltrating immune cells and the cancer cell epigenome.

## Results

### Identification and validation of 5meCpG–gene pairs by emQTL

Significant correlations between the level of DNA methylation at a CpG site and gene expression were investigated in a breast cancer discovery cohort with matching genome-wide expression and DNA methylation data (MicMa, *n* = 104). For CpGs with interquartile range >0.1 (*n* = 189,026) and genes (*n* = 17,558), all possible Pearson’s correlations between 5meCpG and gene expression were tested for non-zero correlation. We identified 1,115,448 significant CpG–gene pairs (Bonferroni corrected *p*-value < 0.05), of which 739,608 were validated in an independent patient cohort with matching DNA methylation and expression data (TCGA, *n* = 253). Of the non-validated 375,840 emQTL pairs in TCGA, 298,214 could not be tested due to either missing methylation or expression values. Therefore, we found that 90% of the testable MicMa-emQTLs were validated in TCGA, which underlined that the observed correlations between DNA methylation and gene expression were highly conserved across the two cohorts. The validated associations involved the expression of 2664 genes and the methylation at 27,561 CpGs. As our analysis was not restricted to any distance parameter, CpGs were associated to the expression of genes in *cis* (same chromosome) or in *trans* (different chromosome). A significant association between methylation and expression (CpG-gene pair) is hereafter referred to as a expression-methylation Quantitative Trait Loci (emQTL; see flowchart in Supplementary Fig. 1).

To further confirm the observed associations between DNA methylation and gene expression, DNA methylation profiles were generated for a new breast cancer cohort (OSL2, *n* = 330). This data set of DNA methylation is available in GEO with accession number GSE84207. The DNA methylation data was matched to previously published expression data (GEO accession number GSE58215^19^) to obtain 277 samples with matching DNA methylation and gene expression. We performed the emQTL analysis ab initio (i.e., tested all possible CpG–gene pairs) and we rediscovered 95.5% of the total emQTL identified from the MicMa and TCGA cohorts. The observed associations (emQTLs) were conserved between three independent breast cancer cohorts.

### Identification of emQTL clusters

To elucidate the biological relevance of the emQTL, we performed unsupervised clustering of the Bonferroni corrected *p*-values of each 5meCpG–gene expression pairs. Two very strong and distinct bi-clusters (cliques) of CpGs and genes became apparent: Cluster 1 (3401 CpGs and 160 genes) and Cluster 2 (3601 CpGs and 270 genes) (Fig. 1a).

**Fig. 1:**
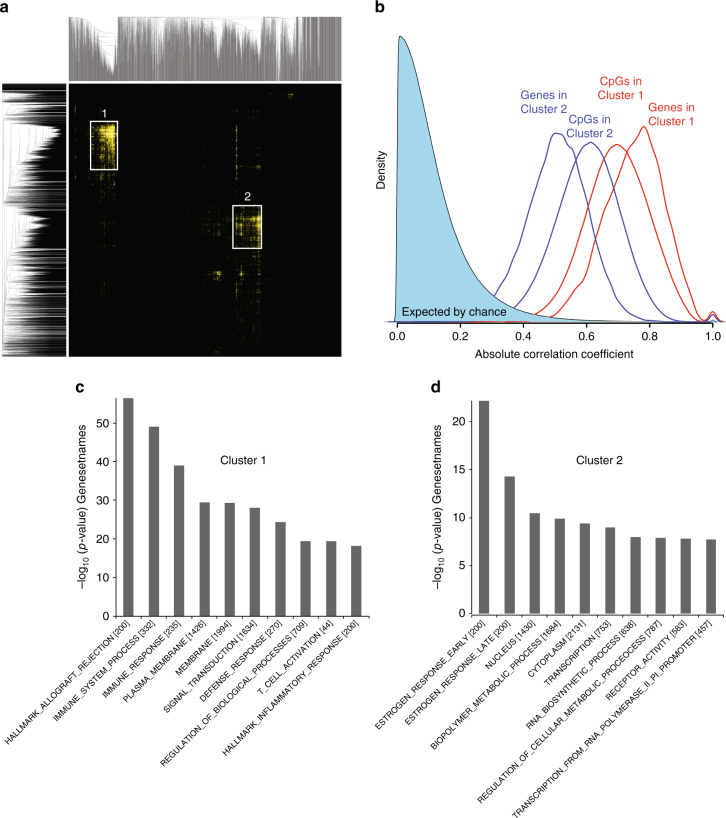
Identification of expression-methylation QTL (emQTL) **a** Unsupervised clustering of (−log) *p*-values of the emQTL by Pearson’s correlation and average linkage revealed two main clusters of CpG-gene pairs. Rows represent CpGs and columns represents genes. *Yellow* and *light yellow* spots show highly significant associations between CpG methylation and gene expression. **b** Density plot showing the degree of absolute co-expression of genes and co-methylation of CpGs in Cluster 1 (*red*) and Cluster 2 (*blue*). **c**, **d** Gene set enrichment analysis in Cluster 1 (**c**, *n* = 160) and Cluster 2 (**d**, *n* = 270) using MSigDB (H and C5 databases). The height of the *bars* represents the level of enrichment measured as a ratio between the number of genes overlapping an MSigDB H or C5 gene set over the expected frequency if such overlaps were to occur at random

Gene set enrichment analysis using the Molecular Signatures Database v4.0 (MSigDB^20^) indicated that genes in Cluster 1 were enriched in processes related to the immune system, while genes in Cluster 2 were associated with estrogen response (Fig. 1b–c). The high degree of absolute co-methylation and co-expression of CpGs and genes in Cluster 1 and 2 further highlighted the common regulatory role shared by the CpG-gene pairs in each cluster (Fig. 1d).

### emQTL-CpGs are enriched at enhancers and TF binding regions

In order to investigate how these clusters of emQTLs, with distinct biological functions, occur we further sought for common transcriptional networks that may explain them.

*Functional genomic location of the emQTL-CpGs.* First, we characterized the functional genomic location of CpGs in emQTL using the ChromHMM segmentation of the human genome in the breast cancer cell line MCF7^21^. Enrichment in a functional region was measured as a ratio between the frequency of emQTL-CpGs found in a specific segment type over the expected frequency of CpGs from the Illumina HumanMethylation450 array (Fig. 2a) or all hg19-CpGs (Supplementary Fig. 2A). We found CpGs in emQTLs significantly enriched in predicted enhancer regions (hypergeometric test *p*-value < 1 × 10^−10^). We investigated whether emQTL-CpGs were enriched at MCF7 super-enhancers^22, 23^ and found emQTL and Cluster 2 CpGs significantly enriched at super-enhancers using hypergeometric test and the Illumina HumanMethylation450 as background (*p*-values = 1.26e-20 and 3.31e-11 respectively). Cluster 1-CpGs were not significantly enriched at super-enhancers. Notably, the super-enhancer containing the highest number of emQTL-CpGs encompassed the *GATA3* gene and ERα binding regions, which highlighted the interrelationship between enhancers and TF-binding activity.

**Fig. 2:**
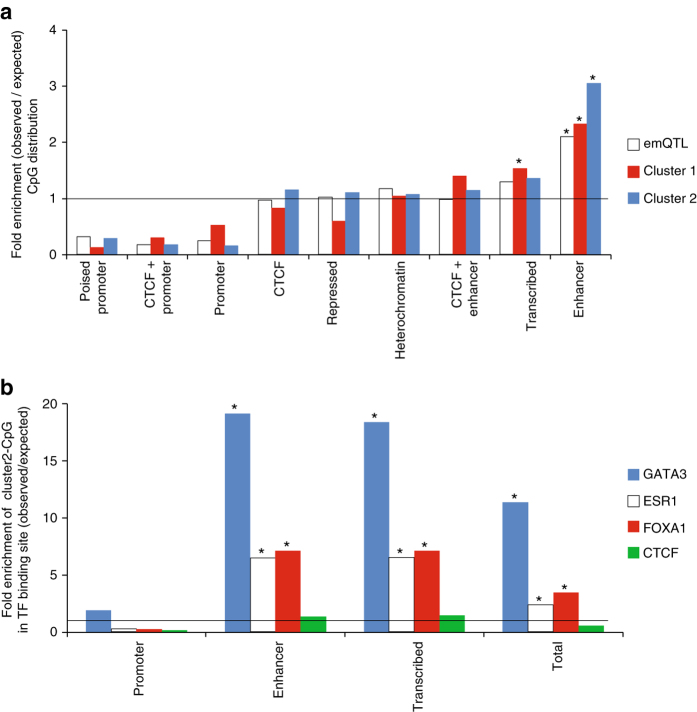
Genomic location of emQTL-CpGs according to ChromHMM and TF binding regions **a** Bar plot showing the enrichment of emQTL, Cluster 1 and Cluster 2 CpGs over the expected frequency of CpGs from the Illumina HumanMethylation450 across functional/regulatory regions of the genome as determined by MCF7 ChromHMM annotation^62^. The height of the *bars* represents the level of enrichment measured as a ratio between the frequency of all emQTL-CpGs (*white*), CpGs in Cluster 1 (*red*) and CpGs in Cluster 2 (*blue*) overlapping a functional element over the expected frequency if such overlaps were to occur at random. Statistically significant enrichments (*p* < 0.05; hypergeometric test) are marked with an asterisk. **b** Enrichment analysis of CpGs in Cluster 2 across ERα (*white*), GATA3 (*blue*), FOXA1 (*red*) and CTCF (*green*) binding regions as determined by ChIP-seq analysis. Enrichment is calculated for different genomic regions determined by MCF7 ChromHMM annotation. For this analysis some ChromHMM annotations were collapsed into one as follow: Enhancer = ‘Enhancer’ and ‘Enhancer + CTCF’ and Promoter = ‘Promoter’, ‘Promoter + CTCF’ and ‘Poised Promoter’. The height of the bars represents the level of enrichment measured as a ratio between the frequencies of CpGs in Cluster 2 in each ChIP-seq peak at specific regulatory region over the expected frequency if such overlaps were to occur at random. Statistically significant (*p* < 0.05; hypergeometric test) enrichments are marked with an asterisk

Enhancers are known to carry sequences (motifs) recognized by cell-type specific TFs^10^. We therefore sought for motifs enriched in the vicinity (±200 bp) of emQTL-CpGs. We found distinct sets of motifs around the CpGs of Cluster 1 versus Cluster 2 (Supplementary Tables 1 and 2). The most significantly enriched motifs in Cluster 1 were associated with TFs involved in immune cell homeostasis such as RUNX1^24^, FLI1^25^ and ERG^26, 27^. While sequences surrounding CpGs of Cluster 2 carried motifs associated with FOXA1 and GATA3, two TFs playing a key role in breast cancer pathogenesis^15, 16^.

*Enrichment of emQTL-CpGs at TF binding regions.* We further screened experimentally defined TF binding regions using 689 uniformly processed human ChIP-seq data sets from ENCODE^28^. We found enrichment of TF-binding regions from blood cells derived ChIP-seq data sets around the CpGs (±200 bp) defining Cluster 1. The TFs were involved in immune processes such as RUNX^24^ or PU.1^29^. The CpG regions defining Cluster 2 overlapped significantly with FOXA1 and GATA3 binding regions (ChIP-seq peaks) from breast cancer cell line experiments (Supplementary Tables 3 and 4). These analyses of CpG regions recapitulated the gene set enrichment analysis and emphasized the distinct biological functions of Clusters 1 and 2.

Next, we focused on the TF binding regions obtained from the MCF7 cell line and mined 71 ChIP-seq experiments from ENCODE^28^ and 40 available at GEO retrieved from ReMap^30^; we performed enrichment analyses using hypergeometric tests. We observed that emQTL-CpGs were most strongly enriched at ERα, FOXA1, and GATA3 binding sites and to a lesser extend at GREB1, FOS, DPF2, AHR, and ZNF217-binding regions (Supplementary Fig. 2B and Supplementary Data 1). To further assess the enrichment of Cluster 2 CpGs at TF binding regions, we performed a permutation test (1000 permutations), in which we randomly selected 3601 CpGs from the 450k array (number of CpGs in Cluster 2) and calculated how many were in either ERα^31^, GATA3^16^, or FOXA1^15, 16^ binding regions. None of the randomly selected combinations of CpGs showed a similar enrichment as the CpGs in Cluster 2 (*p*-value < 0.001).

We further investigated in which ChromHMM genomic annotations Cluster 2 CpGs at FOXA1^15, 16^, ERα^31^, GATA3^16^, and CTCF (as control) binding regions were located. The most pronounced enrichment in TF binding regions was for CpGs in Cluster 2 at ChromHMM predicted enhancers when compared to the distribution of CpGs on the HumanMethylation450 array (Fig. 2b) or all CpGs (hg19; Supplementary Fig. 2C). The hg19 locations of the Cluster 2 CpGs, their MCF7 ChromHMM segmentation annotations, and TF binding regions are provided in Supplementary Data 2.

All together, these results clearly show that CpGs in Cluster 2 are mainly found at enhancers containing FOXA1, GATA3, and ERα-binding regions.

### DNA methylation of CpGs in the estrogen-signaling emQTL

Having found that genes in Cluster 2 were associated with estrogen signaling, and that CpGs in Cluster 2 were located in binding regions of ERα, FOXA1, and GATA3, we further investigated the level of DNA methylation of these CpGs in regard to histopathological features and molecular classification of breast cancer patients. We performed unsupervised clustering (Fig. 3a) based on the level of DNA methylation of CpGs in Cluster 2 (*n* = 3601) of breast tumor samples from TCGA (*n* = 609). The level of CpG methylation in Cluster 2 clearly distinguished between ER positive and negative breast cancers (Fig. 3a). In addition, CpGs were clearly separated in two sub-clusters: CpG-Cluster 2A and CpG-Cluster 2B. CpGs in Cluster 2A were mainly found in binding regions of ERα, FOXA1, and GATA3, and showed lower methylation in ER positive compared to ER-negative breast tumors. CpGs in Cluster 2B showed an inverse pattern of DNA methylation, i.e., higher methylation in ER positive compared to ER-negative tumors (Fig. 3a).

**Fig. 3:**
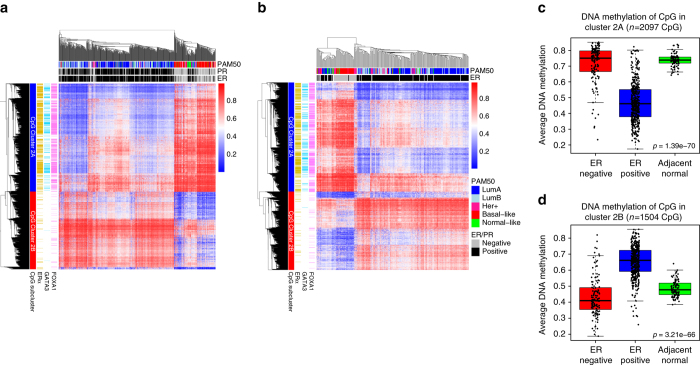
Differential DNA methylation of Cluster 2 CpGs in TF binding regions. Unsupervised clustering of DNA methylation levels of the CpGs in Cluster 2 for (**a**) the TCGA cohort (*N* = 609) and (**b**) the OSL2 cohort (*N* = 272). Annotation of the rows of the heatmap shows whether a CpG is located in ERα (*yellow*), FOXA1 (*pink*) or GATA3 (*light blue*) binding regions according to ChIP-seq experiments in MCF7 cells. Annotations of the column of the heatmap indicate histopathological features of the patients: PAM50 subtype, ER and PR status. **c**–**d** Average DNA methylation of **c** the 2097 CpGs in Cluster 2A and D) 1504 CpGs in Cluster 2B for samples in the TCGA cohort. Boxplots represent the average DNA methylation of these CpGs in ER positive (*blue*; *n* = 418), ER-negative tumors (*red*; *n* = 124) and adjacent normal tissue (*green*; *n* = 97). Kruskal-Wallis test *p*-values are denoted

To further validate whether the specific DNA methylation patterns in Cluster 2 were distinguishing patients according to ER status and CpG locations according to TF binding regions, we performed unsupervised clustering of the CpGs in Cluster 2 of breast tumor samples from OSL2 (272 samples; 3527 CpGs). The results from the TCGA were recapitulated; the subset of CpGs in Cluster 2 and in binding regions of ERα, FOXA1, and GATA3 had clear differences in methylation according to ER status, and allowed separation of patients with ER positive versus ER-negative disease (Fig. 3b).

We further compared the level of DNA methylation in tumor tissues to adjacent normal tissue for CpGs in both Cluster 2A and Cluster 2B (Figs. 3c-d). We found that compared to normal, CpGs in Cluster 2A were specifically hypomethylated in ER positive tumors (Fig. 3c, Kruskal–Wallis test, *p*-value = 1.39 × 10^−70^), while CpGs in Cluster 2B were hypermethylated in ER positive tumors (Fig. 3d, Kruskal–Wallis test, *p*-value = 3.21 × 10^−66^). These results suggest that the specific methylation patterns of CpGs in Cluster 2 are features acquired during carcinogenesis.

### Expression of genes in the estrogen-signaling emQTL cluster

The unsupervised clustering of expression of genes in Cluster 2 allowed almost perfect separation of ER positive samples and ER-negative samples in two patient cohorts (OSL2 and TCGA; Fig. 4a, b, respectively). We identified two gene sub-clusters with differential expression according to ER status (Gene-Cluster 2A and Gene-Cluster 2B).

**Fig. 4:**
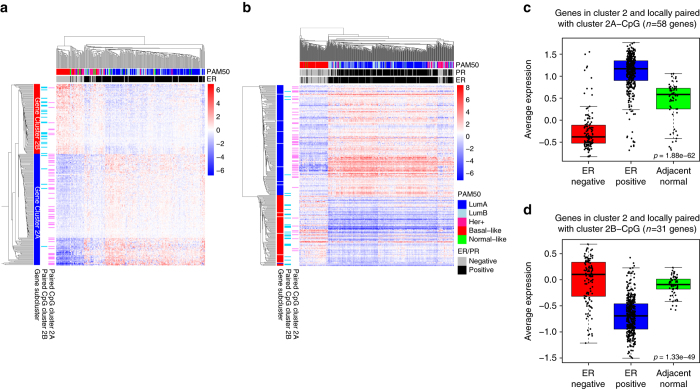
Differential expression of genes in Cluster 2. Unsupervised clustering of expression of the genes in Cluster 2 for (**a**) the OSL2 cohort (*N* = 272) and (**b**) the TCGA cohort (*N* = 528). Genes in *rows* are annotated if they are locally paired with CpG in Cluster 2 A (*pink*) or paired with CpG of Cluster 2B (*light blue*). Two main sub-clusters of genes are identified in the heatmap in **a**, and the genes in the heatmap in **b** are annotated correspondingly. Annotations of the column of the heatmap indicate histopathological features of the patients: PAM50 subtype, ER and PR status. **c**–**d** Average expression of genes in Cluster 2 locally paired with CpGs in Cluster 2 A (*n* = 58) and Cluster 2B (*n* = 31). A gene was considered to be locally paired with a CpG if it was situated not more than 10 kb from this CpG. Average expression in ER positive tumors (*blue*; *n* = 406), ER-negative tumors (*red*; *n* = 117) and adjacent normal tissue (*green*; *n* = 61) from the TCGA cohort. Kruskal–Wallis test *p*-values are denoted

In order to identify the epigenetic regulation of expression strictly in *cis*, we investigated to which extent the genes in Cluster 2 were located nearby (±10 kb window) with CpGs of the same Cluster. We found that 32% of the genes in Cluster 2 were paired locally (i.e. were within 10 kb window) with at least one CpG of the Cluster, suggesting a local regulation of Cluster 2 genes through DNA methylation of enhancers carrying TF binding regions for FOXA1, GATA3 and ERα. The CpGs with low methylation in ER positive disease (Cluster 2A-CpGs) were mainly paired locally with genes with high expression in ER positive patients (Gene-Cluster 2A; Fig. 4c, Kruskal-Wallis test, *p*-value = 1.88 × 10^−62^). *Vice versa*, the CpGs with low methylation in ER-negative disease (Cluster 2B-CpGs) were mainly paired locally with genes with high expression in ER-negative patients (Gene-Cluster 2B; Fig. 4d, Kruskal-Wallis test, *p*-value = 1.33 × 10^−49^).

### DNA methylation at ERα, FOXA1 and GATA3 binding regions

We found CpGs in Cluster 2 significantly enriched at binding regions for ERα, FOXA1 or GATA3, we investigated the interplay between TF binding, DNA methylation, and expression of the target genes of these TFs. The DNA methylation of ERα, FOXA1, and GATA3 binding regions was lower in ER positive tumors (Fig. 5a-c, Kruskal–Wallis test, *p*-value equal to 6.64 × 10^−70^, 1.55 × 10^−69^ and 3.06 × 10^−69^, respectively). As expected, the level of methylation of these CpGs was also lower in Luminal A and Luminal B versus Normal-like and Basal-like breast cancer subtypes (Supplementary Fig. 3A–C). To investigate whether low methylation of CpGs in TF binding regions was a cancer specific feature of ER positive breast cancer, we compared the tumor methylation levels to those of non-cancerous tissues. We found the level of DNA methylation at TF binding regions systematically lower in ER positive tumors when compared to adjacent normal tissue (Fig. 5a–c). As adjacent normal tissue to tumors does not always reflect the physiologically normal breast^32^ we compared the methylation levels between tumors and healthy breast tissue from reduction mammoplasty (GSE60185^5^). We found that 82.5, 84.7, and 87.9% of the CpGs in Cluster 2 and in binding regions of ERα, FOXA1, and GATA3, respectively, were significantly demethylated in ER positive disease when compared to normal tissue (difference in median methylation at least 0.1 (10%) and nominal *p*-value < 0.05; examples in Supplementary Fig. 4A–C).

**Fig. 5:**
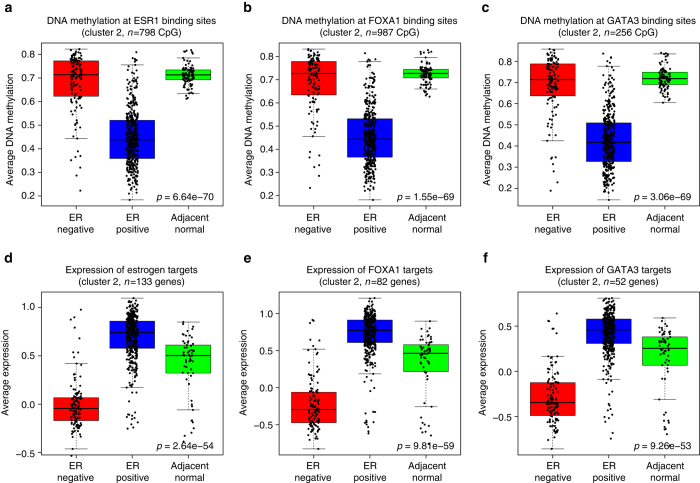
DNA methylation of ERα, FOXA1 and GATA3 binding regions and expression of their target genes in Cluster 2. **a**–**c** Average DNA methylation of CpGs in Cluster 2 and ERα **a**, FOXA1 **b** and GATA3 **c** binding regions defined by ChiP-seq peaks. Boxplots represent the average DNA methylation of these CpGs in ER positive (*blue*, *n* = 418), ER-negative tumors (*red*, *n* = 124) and adjacent normal tissue (*green*, *n* = 97). The average methylation of the Cluster2-CpGs in a TF binding site was significantly lower in ER positive patients compared to ER-negative and adjacent normal tissue. **d**–**f** Average gene expression of TF target genes in Cluster 2. **d** Estrogen (GRO-seq), **e** FOXA1 (siRNA) and **f** GATA3 (siRNA). Boxplots represent the average expression of the TF target genes in ER positive tumors (*blue*, *n* = 406), ER-negative tumors (*red*, *n* = 117) and adjacent normal tissue (*green*, *n* = 61). The average expression was significantly higher in ER positive tumors compared to ER-negative and adjacent normal tissue. Kruskal–Wallis test *p*-values are denoted

### Functional identification of TF target genes

Targets of FOXA1 and GATA3 were experimentally identified following knockdown of FOXA1 or GATA3 by siRNA in MCF7 cells. Following RNA sequencing of control and knockdown cells, differentially expressed genes were considered either FOXA1 or GATA3 targets. 

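MCF7 is an established human breast cancer cell line of the luminal type that grows in response to estrogen. In a global run-on, RNA polymerases already engaged on DNA in isolated nuclei are allowed to extend their transcripts in the presence of a brominated nucleotide, and the labelled RNA is captured with an antibody and sequenced. Reads therefore cover the whole span of a gene, introns included, and reflect polymerases at work rather than accumulated mRNA. The cells were kept without hormone for 3 days, treated for 40 min with ethanol as vehicle or with 100 nM estradiol, and the run-on lasted 5 min at 30 °C. The paper calls the 2 libraries of each of these treatments biological replicates. Another 4 libraries, 2 with 1 µM 4-hydroxytamoxifen and 2 with both compounds, are known from the sample labels alone. Counts within genes came to 4122902 and 2875866 in the vehicle libraries, 4518411 and 3889646 in the estradiol libraries, 1178756 and 5056199 in the tamoxifen libraries, and 2199631 and 4886954 in the libraries with both. These are 64.7% and 63.8% of the mapped reads with vehicle, 65.1% and 65.0% with estradiol, 58.7% and 64.7% with tamoxifen, and 65.2% and 65.2% with both. The authors trimmed the poly(A) tail, filtered reads on quality, aligned them to hg19 with Bowtie and counted them with HOMER over 48118 RefSeq transcripts, from start to end and without normalization. HOMER is version 4.8 in the methods and 4.6 in the submitters' processing notes. Here the longest transcript of each of 25689 gene symbols was kept, 23541 of them spanning at least 500 bp, and 15078 had enough counts to be tested. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment in one fit of all 8 libraries, which share one estimate of the spread because each treatment has only 2. The authors' counting command names no strand option. In 48 of 785 genes lying within a longer gene on the opposite strand, the inner gene held more counts than the outer, which counting without strand would not give. In simulated data with these libraries, 22.4% of 1.5-fold, 64.2% of 2-fold and 84.8% of 4-fold changes between estradiol and vehicle were called. The simulation gave 119 calls in all, far fewer than estradiol against vehicle in the data (1389 higher and 850 lower). Its cutoff after adjustment was therefore stricter, and these shares may be too low for the data.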

ERα target genes were obtained by analysis of Global Run-On sequencing (GRO-seq^33^), which is a method to identify genes that are being transcribed in MCF7 cells exposed or not to estrogen. 

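After 40 min with estradiol, 1389 genes were transcribed more and 850 less than with vehicle, of 15078 tested (adjusted p under 0.05 from edgeR's quasi-likelihood test). The genes for the progesterone receptor (PGR), the receptor cofactor GREB1 and the early growth factor response gene FOS rose, and those for the luminal factor GATA3, the aryl hydrocarbon receptor (AHR) and the zinc finger factor ZNF217 fell. ESR1, which encodes ERα, and FOXA1, which opens chromatin for it, did not pass the test. PGR rose from 15.2 ± 2.42 to 148 ± 8.99 CPM (counts scaled to a common library size by TMM, ± SD, n = 2 libraries each). Its log2 fold change was 3.27 (standard error 0.15, adjusted p = 1.42e-08 from edgeR's quasi-likelihood test). GREB1 (hg19 chromosome 2, 11674242 to 11782912) rose from 56.3 ± 5.26 to 372 ± 1.13 CPM (log2 fold change 2.72, standard error 0.11, adjusted p = 6.09e-09 from the same test). FOS (chromosome 14, 75745481 to 75748937) rose from 21.1 ± 1.17 to 67.4 ± 1.31 CPM (log2 fold change 1.68, standard error 0.19, adjusted p = 4.55e-05 from the same test). GATA3 (chromosome 10, 8096667 to 8117164) fell from 1698 ± 99.6 to 1196 ± 21.4 CPM (log2 fold change -0.51, standard error 0.062, adjusted p = 8.16e-05 from the same test). AHR (chromosome 7, 17338276 to 17385775) fell from 199.6 ± 4.55 to 112 ± 1.91 CPM (log2 fold change -0.83, standard error 0.096, adjusted p = 4.93e-05 from the same test). ZNF217 (chromosome 20, 52183610 to 52199636) fell from 974 ± 7.01 to 597 ± 25.3 CPM (log2 fold change -0.71, standard error 0.081, adjusted p = 4.99e-05 from the same test). ESR1 (chromosome 6, 152011631 to 152424408) stood at 1909 ± 60.2 CPM with vehicle and 1859 ± 47.9 with estradiol (adjusted p = 0.72 from the same test), and FOXA1 (chromosome 14, 38058757 to 38064325) at 199 ± 3.97 and 179.6 ± 11.4 (adjusted p = 0.347). DPF2, a chromatin remodelling subunit, and CTCF, which organizes chromatin loops, had log2 fold changes of 0.051 and -0.0044 (adjusted p = 0.871 and 0.993 from the same test). The blood lineage factors RUNX1 and ERG had log2 fold changes of 0.44 and 0.83 (adjusted p = 0.00243 and 0.0353 from the same test), on 440.0 ± 44.0 and 8.92 ± 1.19 CPM with vehicle. RUNX1 shares its span with RUNX1-IT1 on the same strand and is uncertain for that reason. FLI1 and SPI1, 2 more blood lineage factors, had 0 to 3 and 1 to 4 counts in a library and were not tested.

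The 10 largest rises were led by LINC00160, a long noncoding RNA with no count in the vehicle libraries and 11.0 ± 0.908 CPM with estradiol, at least 26.3-fold higher against a floor of 3 counts over the vehicle libraries (adjusted p = 2.75e-05 from edgeR's quasi-likelihood test). GAS6-AS2, an antisense RNA, also had no count with vehicle and was at least 16.7-fold higher against the same floor (adjusted p = 0.000282 from the same test). CA12, a membrane carbonic anhydrase, rose from 26.1 ± 7.91 to 483 ± 30.5 CPM (log2 fold change 4.24, standard error 0.16, adjusted p = 4.56e-09 from the same test). HCK, a Src family kinase of blood cells, rose from 3.07 ± 2.33 to 97.8 ± 10.1 CPM (log2 fold change 5.10, standard error 0.30, adjusted p = 1.58e-07 from the same test). RAMP3, a partner of calcitonin family receptors, rose from 4.28 ± 0.34 to 73.2 ± 0.697 CPM (log2 fold change 4.07, standard error 0.24, adjusted p = 1.66e-07 from the same test), and TFF1, a secreted trefoil peptide, from 2.47 ± 0.797 to 39.0 ± 1.74 CPM (adjusted p = 1.32e-06). The other rises were in the long noncoding RNA LINC01016, the metalloprotease AMZ1, SMTNL2 and the forkhead factor FOXN1. Their log2 fold changes were 5.85, 4.21, 4.20 and 4.11, with a highest adjusted p of 4.93e-05 from the same test. Over alternatives of the processing, leaving out a library among them, they ranged from 5.099 to 9.886, 4.012 to 4.365, 3.534 to 4.985 and 3.444 to 4.875. The value of HCK ranged from 4.361 to 6.053. Among the 10 largest falls of genes above that RPKM limit, RNF43, a ubiquitin ligase that removes WNT receptors, fell from 283 ± 11.2 to 76.9 ± 0.744 CPM (log2 fold change -1.88, standard error 0.12, adjusted p = 3.79e-07 from the same test). TNFRSF11B, the decoy receptor osteoprotegerin, fell from 98.5 ± 4.06 to 24.5 ± 4.16 CPM (adjusted p = 1.35e-06 from the same test). RAB27B, a GTPase of vesicle secretion, fell from 117 ± 0.912 to 32.8 ± 0.207 CPM, EGLN3, a prolyl hydroxylase that acts on hypoxia-inducible factor, from 99.4 ± 6.20 to 30.5 ± 1.43 CPM, and the protocadherin PCDH10 from 106 ± 2.32 to 32.8 ± 4.03 CPM (highest adjusted p 1.52e-05 from the same test). The ammonium transporter RHBG, LAG3, an inhibitory receptor of T cells, C10orf10, TMEM88 and the antisense RNA ABCC5-AS1 had log2 fold changes of -1.83, -2.21, -2.29, -1.84 and -2.38 (highest adjusted p 0.0279 from the same test), from at most 13.3 CPM with vehicle. GAS6-AS2 and ABCC5-AS1 are uncertain because they lie antisense to another gene.

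Without 1 library the same test called 792 higher and 312 lower without vehicle replicate 1 and 841 higher and 381 lower without vehicle replicate 2. It called 804 higher and 261 lower without estradiol replicate 1 and 799 higher and 263 lower without estradiol replicate 2. It called 2422 higher and 2025 lower without tamoxifen replicate 1 and 2350 higher and 2113 lower without tamoxifen replicate 2. DESeq2 called 1012 higher and 459 lower, and edgeR's exact test 2304 higher and 1921 lower. The quasi-likelihood test on only the vehicle and estradiol libraries called 2257 higher and 1867 lower. By edgeR's quasi-likelihood test, the adjusted p of RUNX1 was 0.0597 without vehicle replicate 2 and 0.0524 without estradiol replicate 2 (range over its alternatives 2.18e-11 to 0.0597). That of LAG3 was 0.0627 without estradiol replicate 1 (range over its alternatives 7.49e-09 to 0.0627), and that of C10orf10 0.0626 without vehicle replicate 2 and 0.11 without estradiol replicate 2 (range over its alternatives 6.06e-06 to 0.11). For ABCC5-AS1 it was 0.254 without vehicle replicate 1, 0.0616 without vehicle replicate 2, 0.287 without estradiol replicate 1, 0.0551 without combination replicate 1 and 0.0563 without combination replicate 2 (range over its alternatives 2.67e-05 to 0.287). TMEM88 had an adjusted p of 0.126 with DESeq2, 0.119 without vehicle replicate 1, 0.068 without vehicle replicate 2, 0.173 without estradiol replicate 1 and 0.113 without estradiol replicate 2 (range over its alternatives 0.000661 to 0.173). ERG had one of 0.237 with DESeq2, 0.104 without vehicle replicate 1, 0.182 without vehicle replicate 2, 0.208 without estradiol replicate 1, 0.151 without estradiol replicate 2, 0.0693 without combination replicate 1 and 0.07 without combination replicate 2 (range over its alternatives 0.0054 to 0.237).

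**Figure D1:**
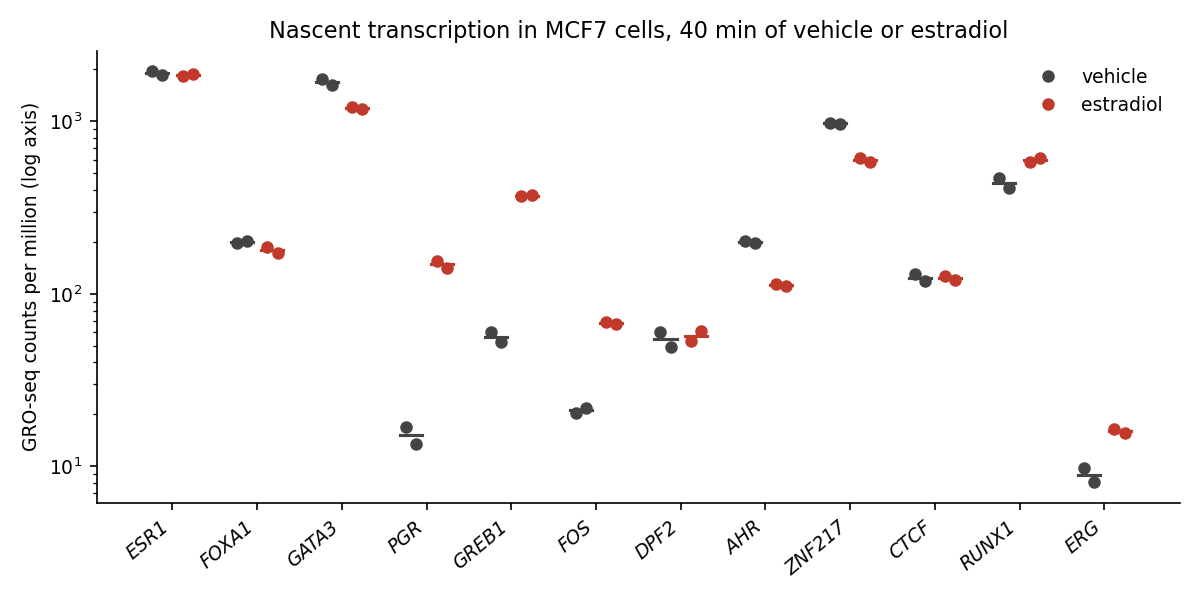
Transcription of 12 genes that the text names, in CPM on a log axis, in the 2 vehicle and the 2 estradiol libraries, with each library as a point and the mean as a bar. PGR and GREB1 stand higher and GATA3, AHR and ZNF217 lower in both estradiol libraries than in both vehicle libraries, while ESR1 lies near 1909 CPM with vehicle and 1859 CPM with estradiol.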

Differentially expressed nascent transcripts were assigned target of estrogen and ERα. This set of experiments showed that 67% of the genes in Cluster 2 were targets of ERα, FOXA1, or GATA3. These target genes showed significantly higher expression in ER positive tumors (Fig. 5d–f, Kruskal–Wallis test, *p*-value equal to 2.64 × 10^−54^, 9.81 × 10^−59^ and 9.26 × 10^−53^, respectively). Expression of these target genes was also higher in Luminal A and Luminal B versus Normal-like and Basal-like breast cancer subtypes (Supplementary Fig. 5A–C). 

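Of 43 genes known to be induced by estrogen in breast cancer cells and tested here, 41 rose and 0 fell, with a median log2 fold change of 2.03 (42 rose when adjusted over the list alone). The list as a whole was higher than the other genes (adjusted p = 1.57e-139 from limma's camera with a preset correlation, 0.0015 with an estimated one). TPD52L1, a tumor protein of vesicle traffic, rose from 125 ± 5.80 to 1417 ± 13.2 CPM (log2 fold change 3.50, standard error 0.08, adjusted p = 5.48e-11 from edgeR's quasi-likelihood test). NRIP1, a corepressor that estrogen induces and that binds ERα, rose from 609 ± 24.7 to 2039 ± 18.9 CPM (log2 fold change 1.74, standard error 0.061, adjusted p = 3.8e-09 from the same test). The members that did not pass, named after their values were seen, were the growth factor AREG, with a log2 fold change of -0.052, and the keratin KRT13, with an adjusted p of 0.0756 over all genes and 0.0135 adjusted over the list alone, both from the same test. Of 25 genes known to fall after estrogen, 14 fell and 1 rose, with a median of -0.57 (14 fell and 1 rose when adjusted over the list alone). Their list was lower than the other genes (adjusted p = 2.16e-07 from camera, 0.048 with an estimated correlation). KITLG, the ligand of the KIT receptor, fell from 184 ± 1.96 to 75.0 ± 4.54 CPM, and IL1R1, the interleukin 1 receptor, from 33.8 ± 0.322 to 5.80 ± 0.447 CPM (highest adjusted p 5.1e-06 from edgeR's quasi-likelihood test). TXNIP, an inhibitor of thioredoxin, had a log2 fold change of -1.49, which is uncertain because its span overlaps NBPF10 and NBPF20 on the same strand. The member that rose was PDCD4, an inhibitor of translation, at a log2 fold change of 0.50, whose adjusted p from edgeR's quasi-likelihood test was 0.0173, and 0.161 without vehicle replicate 1, 0.116 without vehicle replicate 2 and 0.247 without estradiol replicate 1 (range over its alternatives 1.33e-06 to 0.247). Without 1 library, the number that fell was 8 without vehicle replicate 1 or estradiol replicate 1, and the number that rose 0 without either vehicle replicate or estradiol replicate 1 and 4 without either tamoxifen replicate.

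Immediate-early genes, which respond to growth stimuli within minutes, moved both ways, with 6 of 24 up and 3 down (7 and 5 when adjusted over the list alone). The list did not pass camera (adjusted p = 0.151, and 0.487 with an estimated correlation), and its median of -0.16 and mean of 0.24 differ in sign, the test lying on the side of the mean. MYC, a driver of cell growth, rose from 46.1 ± 1.94 to 348 ± 8.52 CPM and KLF10, a zinc finger repressor, from 58.0 ± 7.58 to 166 ± 2.30 CPM, while KLF6, a zinc finger growth inhibitor, fell from 93.0 ± 5.24 to 48.8 ± 1.73 CPM (highest adjusted p 0.000485 from edgeR's quasi-likelihood test). The immediate-early genes that fell, where not named already, were named after their values were seen (DUSP1, JUN and KLF6), and their number was 1 without either estradiol replicate and 7 without either tamoxifen replicate. Of 20 luminal transcription factors, 8 rose (ELF3, GRHL2, MYB, PGR, RARA, TBX2, TFAP2C and XBP1) and 3 fell (AHR, GATA3 and ZNF217), or 8 and 3 when adjusted over the list alone. Their list was higher (median log2 fold change 0.15, adjusted p = 5.36e-05 from camera), but not past 0.05 at an adjusted p = 0.0525 with an estimated correlation. Of its members, MYB, PGR, RARA and XBP1 also belong to the estrogen-induced list. MYB, a transcription factor of proliferating cells, rose from 18.7 ± 2.17 to 188 ± 4.68 CPM, and XBP1, a factor of secretory cells, from 65.5 ± 2.12 to 267 ± 3.57 CPM (highest adjusted p 2.8e-08 from edgeR's quasi-likelihood test). Of 21 ERα cofactors, 4 rose (GREB1, NCOR2, NRIP1 and TLE3) and 2 fell (NCOA3 and TBL1XR1), or 4 and 4 when adjusted over the list alone, the members of these lists outside the rule being named after their values were seen. The coactivator NCOA3 fell from 5243 ± 67.3 to 3507 ± 30.5 CPM (log2 fold change -0.58, standard error 0.076, adjusted p = 0.000149 from edgeR's quasi-likelihood test). As a list the cofactors had a median of -0.04 and a mean of 0.19 (adjusted p = 0.102 from camera in the direction of the mean, 0.53 with an estimated correlation). Their adjusted p from camera was 0.0399 without tamoxifen replicate 1 and 0.0496 without tamoxifen replicate 2, and the number of cofactors that fell was 1 without either vehicle or estradiol replicate and 5 without either tamoxifen replicate.

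The paper takes the genes that changed with estradiol as targets of estrogen and ERα. It takes the genes that changed when FOXA1 or GATA3 was knocked down as targets of those factors. A large share of Cluster 2 genes were targets of any of the 3. The paper reads this as backing a strong link between Cluster 2 and estrogen signaling. It also rests that link on gene set enrichment, on CpGs at ERα, FOXA1 and GATA3 binding regions and on separation by ER status. The Cluster 2 gene list and the knockdown experiments were not used here.

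**Figure D2:**
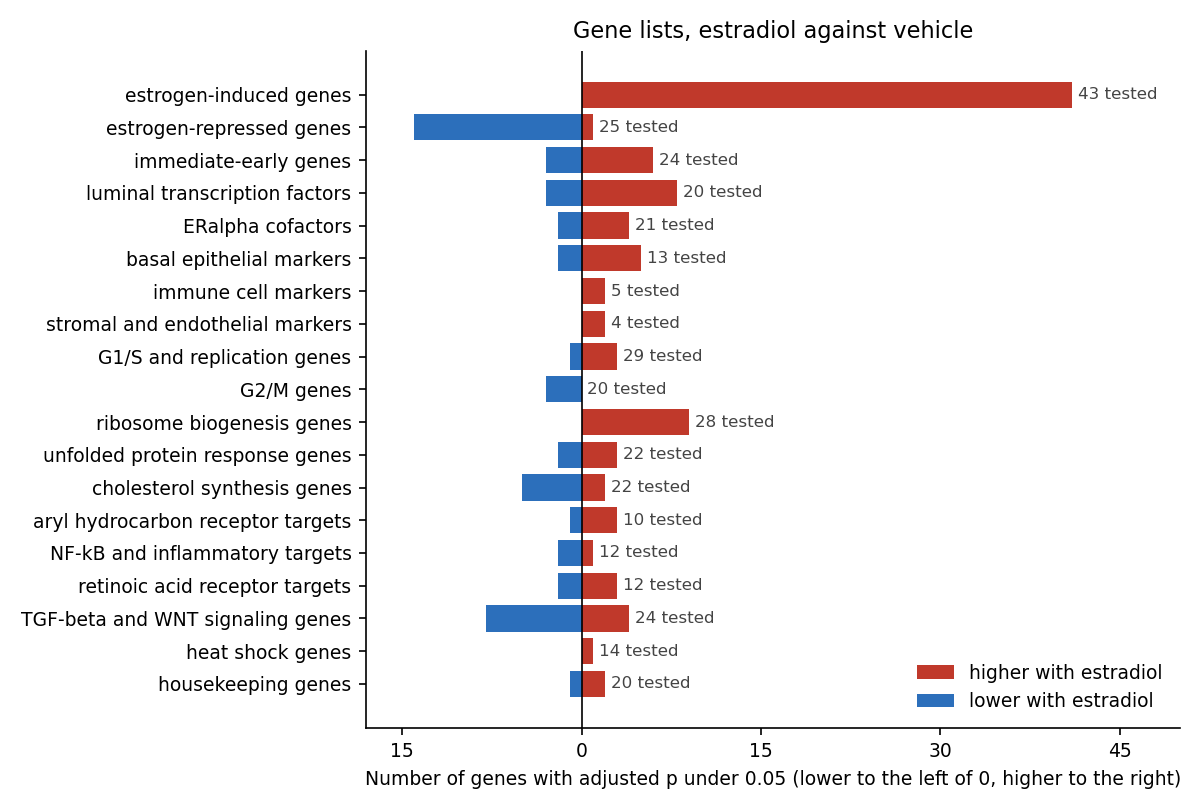
Number of members of each of 19 gene lists that were higher (right) or lower (left) with estradiol than with vehicle at an adjusted p under 0.05, with the number tested beside each bar. The estrogen-induced list has 41 members to the right and the estrogen-repressed list 14 to the left.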

We experimentally demonstrated that a large proportion of the genes in Cluster 2 were targets of ERα, FOXA1, or GATA3 confirming the strong link between Cluster 2 and estrogen signaling.

### Functional validation of *cis* emQTL in Pol2 loop

To further assess the link between DNA methylation at enhancers and the expression of target genes, we used ChIA-PET Pol2 data sets, which enable us to identify experimentally defined long-range chromatin interactions genome-wide through Pol2 binding. We observed that Cluster 2A-CpGs (CpG in ERα, FOXA1 or GATA3 binding regions) in emQTL with Cluster 2A-genes (TF target genes) were significantly enriched at Pol2-ChIA-PET loops (Hypergeometric test, *p*-value < 0.05; Fig. 6a). This provided further evidence for a functional regulation of the expression of the target genes through DNA mehylation of enhancers containing TF binding regions. Overlap between a ChiA-PET Pol2 loop and an emQTL involving a CpG at enhancer and *PGR* expression is shown in Fig. 6b.

**Fig. 6:**
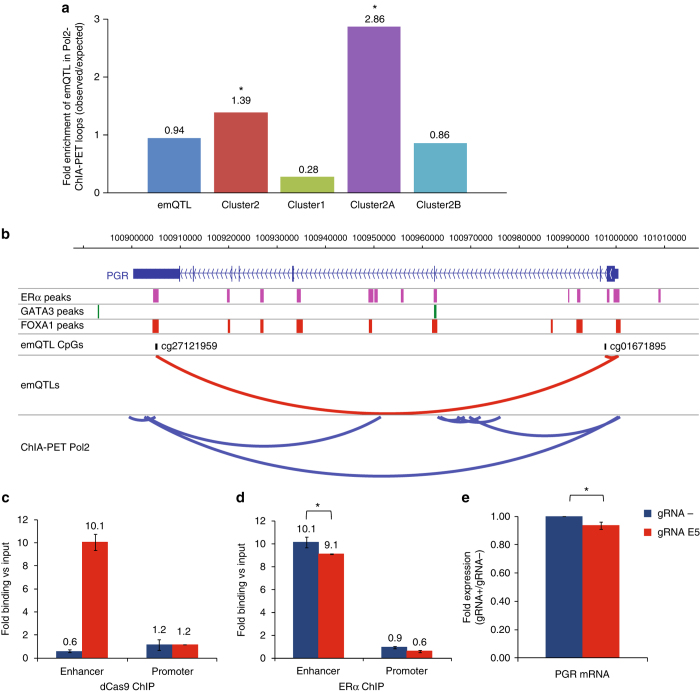
Enhancer-promoter interaction and impact of TF binding on target gene expression. **a** Bar plot showing the enrichment of emQTL in ChIA-PET Pol2 loops for Cluster 1, Cluster 2, Cluster 2A and Cluster 2B. The height of the *bars* represents the level of enrichment measured as a ratio between the frequencies of emQTL (CpG–Gene pairs) found in the head and tail of Pol2 loops, over the expected frequency if such overlaps were to occur at random. Statistically significant enrichments (hypergeometric test, *p*-value < 0.05) are marked with an asterisk. **b** Example of overlap of emQTL (*red arcs*) and ChIA-PET Pol2 loops (*blue arcs*). Also shown are the location of ERα, FOXA1 and GATA3 binding regions. **c**, **d** dCas9 and ERα ChIP were performed in control (−gRNA and dCas9) or transfected MCF7 cells (gRNA E5 and dCas9), to assess the binding of each protein at enhancer or promoter. Statistically significant differences (*t*-test; two tails, *p*-value < 0.05) are marked with an asterisk. The data are presented as mean of three of independent replicates ± s.d. **e** mRNA levels of PGR were measured in control (-gRNA and dCas9) or transfected MCF7 cells (gRNA E5 and dCas9) by real-time PCR. Statistically significant differences (*t*-test; two tails, *p*-value < 0.05) are marked with an asterisk. The data are the mean of three of independent replicates ± s.d

We further experimentally assessed whether ERα binding at the enhancer identified in the 3′UTR region of *PGR* was functionally involved in the regulation of *PGR* expression. In MCF7 breast cancer cell line, we inhibited the binding of ERα through the simultaneous expression of dCas9 and a gRNA specifically recognizing *PGR* enhancer. First, we validated the specificity of the gRNA by analyzing the binding of dCas9 by ChIP-PCR at the enhancer (Fig. 6c). The results showed that dCas9 specifically bind at the enhancer and not at the *PGR* promoter. The binding of dCas9 at the targeted enhancer was associated with a significant reduction of ERα binding (10% versus control, *t*-test, *p*-value < 0.05; Fig. 6d) and also with a significant reduction of PGR mRNA expression (7% versus control, *t*-test, *p*-value < 0.05; Fig. 6e).

We identified an overlap between Pol2 loops and in *cis* Cluster 2A-emQTL, and validated the impact on gene expression of TF binding at distal enhancer through an experimental approach using dCas9.

### *cis* and *trans* emQTL of ERα, FOXA1 and GATA3 expression

As stated above, one third of the genes in Cluster 2 were locally paired with the DNA methylation of a CpG *in cis*. Indeed, emQTL analysis identified CpGs in promoters (as predicted by ChromHMM) whose DNA methylation may regulate proximal genes. Prime examples are *ESR1*, *FOXA1*, and *GATA3* themselves, whose expressions were significantly associated (Pearson correlation) with the DNA methylation of CpGs in their promoters (Supplementary Fig. 6; *ESR1*: cg00601836, *r* = −0.638; *FOXA1*: cg27143688, *r* = −0.635; *GATA3*: cg04213746, *r* = −0.638). The DNA methylation of these CpGs showed stronger inverse correlation with the respective gene expression than conventional near-to-TSS regions (± 3 kb) (*ESR1* TSS, *r* = −0.517; *FOXA1* TSS, *r* = −0.300; *GATA3* TSS, *r* = −0.129). This suggests that emQTL could successfully identify the most prominent *in cis*-regulatory regions whose DNA methylation impact on gene expression.

However, the expression of these three TFs was also in emQTL with CpGs in *trans*. In order to investigate the biological relevance of in *trans* emQTL we further investigated the genomic location of the CpGs in emQTL with these TFs. We found that the CpGs in inverse correlation (negative emQTL) with the expression of *ESR1, FOXA1, or GATA3* were enriched at MCF7 enhancers and at the respective TF binding region (Fig. 7a–c; red circos plots). Conversely, CpG in positive emQTL with *ESR1, FOXA1, or GATA3* were mainly found in heterochromatic regions (Fig. 7d–f; blue circos plots). We have thus revealed a pathway specific inverse relationship between the degree of expression of a TF in breast cancer and the level of methylation of its binding regions genome-wide as an important phenotypic feature distinguishing different breast cancer lineages.

**Fig. 7:**
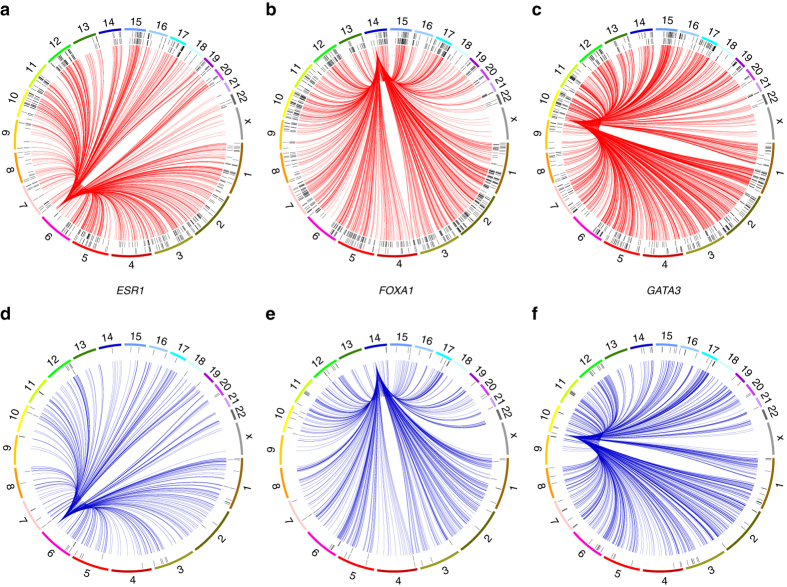
Circos plots showing the genomic location of all CpGs in emQTL with *ESR1*, *FOXA1* and *GATA3*. Circos plot representing all associations between CpGs and *ESR1* (**a**, **d**), *FOXA1* (**b**, **e**), and *GATA3* (**c**, **f**). *Red lines* represent negative associations **a**–**c** and *blue lines* represent positive correlations **d**–**f**. The outer ring indicates whether a CpGs is located in an enhancer determined by MCF7 ChromHMM annotation and the inner ring whether it is located in a binding region of the respective TF determined by ChIP-seq peaks

### Cluster 1 reflects tumor infiltration by lymphocytes

Unlike genes in Cluster 2, genes in Cluster 1 did not segregate breast cancer patients according to PAM50 subtype or ER status. The gene set enrichment analysis (Fig. 1b), the motif (Supplementary Table 1) and the ENCODE ChIP-seq (Supplementary Table 3) enrichment analyses of Cluster 1 clearly indicated that genes and CpGs in Cluster 1 were associated with immune processes. We further investigated the possible role of immune cell infiltration in the formation of Cluster 1. We used the algorithm Nanodissect^34^ to quantify the level of lymphocyte infiltration in TCGA and OSL2 breast cancer samples based on gene expression data. Unsupervised clustering based on the expression of genes in Cluster 1 segregated the patients according to the level of lymphocytes infiltration in the tumor (Fig. 8a: TCGA; 8B: OSL2). To validate this in silico observation, we inspected paraffin embedded tumor tissue of our discovery cohort (MicMa) and scored 68 samples for tumor inflammation based on the quantity of infiltrating immune cells. We found that the expression of the genes in Cluster 1 was highly correlated with the tumor inflammation score (Kruskal-Wallis test, *p*-value = 0.000182; Fig. 8c).

**Fig. 8:**
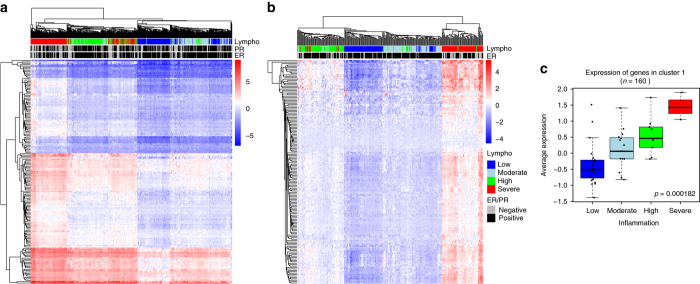
Cluster 1 highlights a link between DNA methylation and lymphocyte infiltration. Unsupervised clustering of expression levels of the 160 genes in Cluster 1 from **a** the TCGA cohort (*N* = 528) and **b** the OSL2 cohort (*N* = 272). Annotations of the column indicate the level of lymphocytes infiltration, ER and PR status. Levels of lymphocyte infiltration were calculated from a set of genes expressed by lymphocyte characterized by the algorithm Nanodissect^34^. **c** 68 tumor tissue samples were scored as low (*n* = 30), moderate (*n* = 22), high (*n* = 13) or severe (*n* = 3) inflammation by a pathologist based on the level of immune cell infiltration found in each tumor. Boxplot representing average expression of genes in Cluster 1 (*n* = 160) according to inflammation score. Kruskal–Wallis test *p*-value is denoted

We further characterized the CpGs in Cluster 1, and found either positive (CpG-Cluster 1B) or negative (CpG-Custer 1A) correlations to the expression of genes in Cluster 1 (Supplementary Fig. 7). Cluster 1B-CpGs were often found at ERα, FOXA1, and GATA3 binding regions, which associated with an overall enrichment of CpGs in Cluster 1 at these three TFs binding regions. This enrichment was lower than the one observed in Cluster 2 (Supplementary Fig. 8 and Supplementary Fig. 2B). Average DNA methylation in Cluster 1A and Cluster 1B was highly dependent of lymphocyte infiltration. DNA methylation in Cluster 1A decreased with increasing lymphocyte infiltration, while in Cluster 1B DNA methylation increased with the level of lymphocyte infiltration (Supplementary Fig. 9A, B). We further investigated whether the differential levels of methylation in Cluster 1A and Cluster 1B were related to intratumor heterogeneity and gradual mixture of various cell types in the biopsies. Tumor purity was estimated using InfiniumPurify^35^ and 450k methylation data. We found that tumor samples with higher levels of lymphocyte infiltration (Nanodissect) also showed significantly lower tumor purity (Supplementary Fig. 9C). This confirmed that samples with high lymphocyte infiltration, also showed lower percentage of cancer cells. Therefore, DNA methylation signals measured in tumors with high infiltration (low purity) is more susceptible to be influenced by a mixture of cancer cells, adjacent normal tissue, stroma, and infiltrating immune cells.

Cluster1-CpG DNA methylation of breast cancer cell lines (GSE94943) resembled the methylation of tumors with low infiltration. Tumors with higher lymphocyte infiltration showed intermediate methylation levels between breast cancer cell lines and immune cells. This holds true for both Cluster 1A and Cluster 1B and supports that the observed methylation level in tumors with higher infiltration may be attributed to higher numbers of immune cells. In fact, T cells (GSE79144^36^), B cells (GSE68456^37^), leukocytes (GSE69270^38^), and monocytes (GSE68456^37^) all show low methylation of CpGs in Cluster 1A and high DNA methylation of CpGs in Cluster 1B, oppositely of to the methylation level of breast cancer cell lines (Supplementary Fig. 9A, B).

### Subtype-specific emQTL analysis

From the data presented above it is evident that the emQTLs in Cluster 2 (the estrogen signaling cluster) are at large a result of the reciprocal methylation/expression pattern in ER positive (Luminal) compared to ER-negative (Basal) tumors. To confirm this we performed the emQTL analysis for each PAM50 subtype separately. To be able to retrieve sufficient samples with matching DNA methylation and expression data for each subtypes, we used RNA-seq data from the TCGA cohort (Luminal A: *n* = 236; Luminal B: *n* = 137; Her2 enriched: *n* = 49; Basal-like: *n* = 92; Normal-like: *n* = 44). We identified more associations for Luminal A (4,689,557), Luminal B (1,647,259), and Basal-like (2,036,164) subtypes, than for Her2 enriched (21,161) and Normal-like (178) subtypes. Performing the analysis within each PAM50 subtype, we were able to identify approximately 50% of the Cluster 2-emQTL genes in Luminal A and Luminal B and less than 6% in the other subtypes. Cluster 1 was on the other hand rediscovered in all subtypes (except Normal-like), identifying more than 95% of the Cluster 1-genes in Luminal A, Luminal B, and Basal-like; and 60% in Her2 enriched. These data are shown in Supplementary Table 5.

## Discussion

Through identification of all possible Pearson’s correlations between DNA methylation and expression in breast cancer, without restriction on distance or chromosome location, we identified two very distinct key gene regulatory networks known to be involved in breast cancer pathogenesis. The first gene regulatory network was wired by ERα, FOXA1, and GATA3 through an intricate relationship between DNA methylation of their binding regions at enhancers and the expression of their target genes. The second gene regulatory network was related to immune infiltration. When performing emQTL analysis in a subtype-specific manner we identified Cluster 1 within each subtype, however Cluster 2 was only fully discovered when all subtypes were included. These observations are in line with the fact that Cluster 1 did not recapitulate the PAM50 classification and is related to immune infiltration and intratumoral heterogeneity. Conversely, in Cluster 2, the intertumoral heterogeneity between ER positive and ER-negative tumors is the cause for the observed associations between DNA methylation and gene expression. Indeed, Cluster 2 was more strongly associated with PAM50 classification and pinpoints enhancers differentially methylated between ER-positive and ER-negative tumors, containing ERα, GATA3, and FOXA1 binding regions.

A recent study showed that DNA methylation at enhancers and ERα binding sites may participate in ER positive breast cancer resistance to anti-estrogen treatment^39^, and in addition, ERα binding regions have been suggested to be altered by DNA methylation with effects on gene expression^40^. These studies underline the importance of DNA methylation at enhancers and TF binding regions in breast cancer pathogenesis. Our study clearly identified regulatory regions whose methylation status associate with different breast cancer lineages. Cluster 2A contained CpGs in binding regions for ERα, FOXA1, and GATA3 with significantly lower DNA methylation in ER positive compared to ER-negative breast cancer. This may associate with the activity of these specific TFs and estrogen dependent tumor growth. We also demonstrated that enhancers bearing binding regions of ERα, FOXA1, and GATA3 were demethylated in ER positive tumors when compared to adjacent normal tissue and healthy breast tissue (reduction mammoplasty). The epigenetic regulation of these regions may be an early event during normal breast cell transformation into estrogen dependent tumor cells or reflect the DNA methylation of the cell from which the tumor originate^41^.

emQTL-CpGs were significantly enriched in distal regulatory regions often overlapping with ChromHMM-MCF7 enhancers and super-enhancers^22, 23^. These enhancers may be representative of ER positive breast cancer enhancers; however tumors may harbor very different biology. As CpGs in Cluster 2A are enriched in MCF7 enhancers, super-enhancers and ERα, FOXA1, and GATA3 binding regions, they might represent conserved distal regulatory regions across ER positive disease. In addition to being putative fundamental drivers of ER positive carcinogenesis, DNA methylation levels at key TF binding sites or enhancers constitute interesting regions for further investigation as predictive and prognostic biomarkers in breast cancer. The role of genetic polymorphisms (SNPs) in further modulating emQTLs and thus contributing to susceptibility and cancer progression is of utmost interest for further studies.

The CpGs in binding regions of ERα, FOXA1 and GATA3 were grouped in CpG-Cluster 2A, while the CpGs in Cluster 2B showed an inverse pattern in DNA methylation, i.e., low DNA methylation in ER-negative compared to ER positive patients. Therefore, the regions associated with CpG-Cluster 2B may be bound by other TFs important for ER-negative breast cancer. The lack of publically available ChIP-seq data mapping genome-wide the regions bound by ER-negative TFs hindered our eventual discovery of ER-negative TF regions affected by DNA methylation. Our preliminary search for TF motifs in the regions surrounding CpGs in Cluster 2B (±200 bp) indicated that TFs part of the Ets family may bind in these genomic regions and may be drivers of this breast cancer lineage.

Our approach of integrating genome-wide DNA methylation and expression data pinpoints important regulatory regions in breast cancer. The same approach may be applied to other physiological or pathological processes to identify epigenetically regulated enhancers, TF binding regions and can promote the discovery of new TFs associated with the process of interest.

A link between inflammation and epigenetic changes in tumor cells has recently been suggested; aberrant DNA methylation can occur in cells exposed to inflammation, and the genes epigenetically deregulated correlate with risk of disease development^42–44^. Therefore, different types of activated immune cells infiltrating breast tissues may drive specific epigenetic modifications, which in turn will play a role in cancer cell homeostasis. We found that the expression of the genes and the methylation of CpGs of Cluster 1 correlated with the level of lymphocyte infiltration in the tumor. Infiltration of immune cells has been associated with different prognosis and response to treatment independently of breast cancer subtypes^45, 46^. Our emQTL analysis represents an interesting approach to identify how the inflammatory tumor environment can affect the epigenome of the breast tumor cells. A more detailed analysis of the DNA methylation affected by lymphocyte infiltration in Cluster 1 is an interesting avenue to explore the crosstalk between immune and tumor cells *via* the epigenome.

Through genome-wide integration of DNA methylation and gene expression data, our emQTL analysis successfully identified two gene regulatory networks altered by DNA methylation. The level of methylation at enhancers with transcription factor binding regions for ERα, FOXA1 and GATA3 appeared central in the regulation of TF target genes involved in tumor response to estrogen. Our study highlights the role of DNA methylation at these regulatory regions in giving rise to different breast cancer phenotypes.

## Methods

### Patient material

Molecular data from two patient cohorts were publicly available and used in this study. The MicMa breast cancer cohort was collected in Oslo, Norway and has been previously described^47^. Informed consent has been obtained from all participants and the study was approved by the local ethical committee (S-97103). The DNA methylation data from this cohort was generated using the Illumina HumanMethylation450 as previously described^5^, and is available in GEO with accession number GSE60185. The gene expression data was generated using Agilent whole genome 4 × 44 K oligo array as previously described^48^, and is available in GEO with accession number GSE19783.

The breast cancer cohort of TCGA has been described previously^49^, and the DNA methylation (level 3) and gene expression data (level 3) were downloaded from the TCGA Data Portal (https://tcga-data.nci.nih.gov). For both data types, probes with more than 50% missing values were removed, and further missing values were imputed using the function pamr.knnimpute (R package pamr) with *k* = 10.

The OSL2 breast cancer cohort^19^ is a consecutive study collecting material from breast cancer patients with primary operable disease in several hospitals in south eastern Norway. Inclusion of patients started in 2006 and is still on-going. The study was approved by the Norwegian Regional Committee for Medical Research Ethics (approval number 1.2006.1607, amendment 1.2007.1125), and patients have given written consent for the use of material for research purposes. All experimental methods performed are in compliance with the Helsinki Declaration. Tumor tissue was cut into pieces and mixed before distribution to RNA and DNA extraction. Following this procedure, RNA and DNA originate from the same tissue composition. DNA from tumor tissue was isolated using the Maxwell ® 16 (Promega) instrument and the Maxwell® 16 tissue DNA Purification Kit (Promega). The DNA was eluted in 200–600 µl TE buffer (pH 8.5) and stored at −20 C. The mRNA expression data and PAM50 classification from the OSL2 cohort are available in GEO with accession number GSE58215^19^.

### DNA methylation analysis

The DNA methylation levels of more than 450,000 CpG sites were interrogated for 330 patient tumors from the OSL2 cohort using Illumina Infinium HumanMethylation450 microarray as previously described^5, 50^. Preprocessing and normalization involved steps of probe filtering, color bias correction, background subtraction and subset quantile normalization as previously described. The DNA methylation data (both raw data and preprocessed data) is available in the GEO database as a Series record with accession number GSE84207.

### Statistical and bioinformatic analyses

All analyses were performed in the R software^51^ unless otherwise specified.

### Genome-wide correlation analysis

Correlation between the level of DNA methylation of single CpGs and gene expressions was tested assuming as null hypothesis zero correlation against non-zero correlation, using the Pearson correlation statistics (function eMap1, R package eMap)^52^. 189,026 CpGs with interquartile range of methylation values above 0.1, were included in the analysis. In the discovery cohort (MicMa) the correlation of the DNA methylation of these CpGs was tested for all gene expressions (17,558), resulting in more than three billion tests. An association was considered significant if a Bonferroni corrected *p*-value was below 0.05 (nominal *p*-value < 1.51e−11). Validation was performed by reanalyzing the significant associations from the discovery cohort in the validation cohort (TCGA); associations were confirmed when the Bonferroni corrected *p*-value was below 0.05 (nominal *p*-value < 6.12e−8). Only confirmed associations were included in further analyses.

### Hierarchical clustering of emQTL

Hierarchical clustering was performed on the significant *p*-values from the genome-wide correlation analysis. Genes and CpGs with at least one significant association were included in the analysis. The CpG-CpG distance matrix and gene-gene distance matrix were computed using Pearson correlation (function cor) and the clustering was performed with average linkage (function hclust).

### Hierarchical clustering of methylation and gene expression

Hierarchical clustering of CpG DNA methylation or gene expression was performed using the R package pheatmap^53^ with Euclidean distance and average linkage.

### Circos plots

Plots to visualize epigenomic connections were generated using Circos version 0.67-7^54^.

### Motif enrichment analysis

TF motif enrichment analysis was performed using the findMotifsGenome.pl script from HOMER V4.7.2 (http://homer.salk.edu/homer/chipseq/) with default parameters^55^. Motif enrichment analysis was performed ± 200 bp around CpGs.

### ChIP-seq peaks and ChIA-PET loops enrichment analysis

We obtained the ChIP-seq peak regions in the narrowPeak format for the 689 uniformly processed ENCODE ChIP-seq experiments from the UCSC genome browser at http://hgdownload.cse.ucsc.edu/goldenPath/hg19/encodeDCC/wgEncodeAwgTfbsUniform/ (as of April 12^th^ 2013). The enrichment between regions surrounding (± 200 bp) CpGs in Cluster 1 or Cluster 2 and ChIP-seq peak regions for each experiment was computed using the mergePeaks tool from HOMER. For the specific analyses of MCF7 TF ChIP-seq data sets, we retrieved hg19 ENCODE ChIP-seq peak regions in the bed narrowPeak format from the ENCODE data portal (https://www.encodeproject.org) and ChIP-seq peak regions from GEO from the ReMap catalog (http://tagc.univ-mrs.fr/remap/ ^30^). Overlaps between CpGs in emQTL, Cluster 1, and Cluster 2 and ChIP-seq peak data sets were obtained using the bedr R package v.1.0.3 (https://CRAN.R-project.org/package=bedr). We assessed the enrichment using the hypergeometric tests (phyper R function) with all Illumina Infinium HumanMethylation450 BeadChip CpGs as background (Supplementary Data 1). Supplementary Fig. 2B was constructed using data sets showing a hypergeometric log_10_ *p*-value < −100 with the Intervene tool^56^ to obtain a SVG figure further edited for colors using inkscape (https://inkscape.org/en/). We retrieved ChIA-PET pol2 loops in the MCF7 cell lines from ENCODE^57^, an emQTL (CpG-Gene pair) was considered to be in a ChIA-PET loop if the CpG and the TSS of the gene were in corresponding genomic interval defining Pol2 loops. Enrichment was calculated using the hypergeometric tests (phyper R function) with all Illumina Infinium HumanMethylation450 BeadChip CpGs as background.

### ChIP-seq data reprocessing and analysis

ChIP-seq data were acquired from publicly available sources. The accession numbers are as follow: ChIP-seq of ESR1 (GSM798423, GSM798424, GSM798425), FOXA1 (GSM986065 and carroll-lab.org.uk/FreshFiles/Data/Data_Sheet_3/MCF7_FOXA1%20binding.bed), GATA3 (GSM986068, GSM986070, GSM986072). If already aligned bed files and/or called peaks using MACS were not available: data were reprocessed. Raw reads were aligned to human reference genome (hg19) with Novoalign v2.08.02 default parameters (http://www.novocraft.com/products/novoalign/). Reads with quality ≤ 20 were considered as low quality and excluded from further analyses. Peaks associated with a specific TF were identified versus respective input background data set using MACS 1.4.1 20110622 and default parameters^58^. In further analysis a CpG was considered to be in a TF binding regions if it was found in any of the peaks associated with the ChIP-seq of this TF.

### Genomic segmentation and annotation

The ChromHMM segmentation of the MCF7 genome was obtained from Taberlay et al.^21^. Based on ChIP-seq data of key histone modifications (H3K4me1, H3K27ac, H3K4me3, H3K27me3) and regulatory factors (CTCF, RNAPol II), a multivariate hidden Markov model annotate the MCF7 genome into nine distinct chromatin states: heterochromatin, repressed, transcribed, enhancers, enhancers + CTCF, CTCF, promoters + CTCF, promoters and promoter_poised. However, in downstream analysis some annotations were collapsed into one as follow: Enhancer = ‘Enhancer’ and ‘Enhancer + CTCF’ and Promoter = ‘Promoter’, ‘Promoter + CTCF’ and ‘Poised Promoter’.

### Gene set enrichment analysis

Gene set enrichment analysis was performed using the Molecular Signatures Database v4.0 (MSigDB;^20^) H and C5 collections. Enrichment was assessed by hypergeometric testing as implemented in the R stats package.

### MCF7 culture

The breast cancer cell line MCF7 was obtained from American Type Culture Collection (ATCC, Manassas, VA). The cells were plated and grown for 24 h in DMEM containing phenol red and supplemented with 10% serum, 2 mM l-glutamine, 50 U/ml penicillin and 50 μg/ml streptomycin (all from Life Technologies GmbH). For hormone deprivation experiments, cells were grown for three days in DMEM without phenol red (Life Technologies GmbH) and supplemented with 5% charcoal stripped heat-inactivated FBS (HyClone), 2 mM l-glutamine, 50 U/ml penicillin and 50 μg/ml streptomycin. At day three, cells were stimulated with vehicle (ethanol) or 100 nM estradiol (Sigma–Aldrich).

### Gro-seq analysis

Global run-on and library preparation for sequencing was performed as previously described in^59^ with minor modifications. Nuclei isolation was performed 40 min after stimulation and 5 × 10^6^ nuclei were used for each run-on reaction, 2 biological replicates were produced for both vehicle and estrogen treatments. Br-UTP was incorporated into on-going transcription by run-on reaction which was performed at 30 degree for 5 min. Total RNA was extracted with TRIzol Reagent (Life Technologies) and fragmented with RNA Fragmentation Reagent (Life Technologies). Fragmented RNA was purified with P-30 column (Bio-Rad, Hercules, CA, USA), which was followed by T4 polynucleotide kinase (PNK; New England Biolabs) treatment to dephosphorylate the 3′ end of RNA fragments. Br-UTP labeled RNA was enriched twice with anti-BrdU beads (Santa Cruz Biotech) and precipitated overnight. PolyA tailing was done using *E.coli* Poly(A) Polymerase (New England Biolabs), followed by reverse transcription with oNTI-223-index: /5Phos/5′-GATCGTCGGACTGTAGAACTCTGAAC/iSp18/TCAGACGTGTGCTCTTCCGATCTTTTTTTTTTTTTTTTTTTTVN-3′, which allows custom barcoding. Exonuclease I (New England Biolabs) was used to remove excess oligo after reverse transcription. DNA-RNA duplex was purified with ChIP DNA Clean & Concentrator Kit (Zymo Research Corporation) followed by RNAse H treatment. cDNA was circularized with Circligase II (Epicenter) and amplified with oNTI-201: 5′-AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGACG-3′ and oNTI-200: 5′-CAAGCAGAAGACGGCATACGAGATXXXXXXGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3′ (XXXXXX is barcode used for specific sample) for 12–14 cycles. Final PCR product was purified by running 10% TBE gel and cleaned up. Libraries were sequenced on Illumina Genome Analyzer HiSeq 2000 according to the manufacturer’s instructions.

### GRO-seq data processing and data analysis

GRO-seq data was first trimmed from the 3′-end to remove PolyA tail with homerTools (Homer 4.8) followed by quality filtering with FASTX Toolkit (minimum 97% of base pairs should have quality scores higher than 10). Trimmed and quality-filtered data was aligned to human genome hg19 with Bowtie. Differential expression analysis was performed with edgeR, thresholds for analysis were *p*-value < 0.05, RPKM > 0.5 and log fold change >1 or <−1.

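At these thresholds 498 genes were higher and 135 lower with estradiol than with vehicle in MCF7 cells. PGR, GREB1 and FOS were among the higher genes, while GATA3, AHR, ZNF217, RUNX1 and ERG did not reach a log2 fold change of -1 or 1. ERG also lay below the RPKM limit, at a mean of 0.01996 with vehicle and 0.03434 with estradiol. Of the estrogen-induced genes 37 of 43 were higher, and of the estrogen-repressed genes 3 of 25 were lower (CCNG2, KITLG and TXNIP), with no member of either list on the other side. In the other lists with at least 3 higher members, all of which share members with the estrogen-induced list, 4 immediate-early genes (EGR3, FOS, KLF10 and MYC), 4 luminal transcription factors (MYB, PGR, RARA and XBP1), 3 ERα cofactors (GREB1, NCOR2 and NRIP1) and 3 retinoic acid receptor targets (CYP26A1, RARA and TGM2) were higher. No member of these lists was lower. Only KLF10, NCOR2, CYP26A1 and TGM2 of them are not among the 37 estrogen-induced genes already counted. Lists with fewer higher members and none lower had CCND1 and UHRF1 (G1/S), XBP1 (unfolded protein response), and SLC7A5 and TIPARP (aryl hydrocarbon receptor targets). They also had RRP9 and RRS1 (ribosome biogenesis), FOXC1 and TAGLN (basal markers), DHCR7 (cholesterol synthesis), BCL3 (NF-kB targets) and PLIN1 (stromal markers). TGF-beta and WNT signaling genes had 1 member higher (WNT4) and 3 lower (RNF43, SMAD6 and TGFB3), and members of these lists outside the rule for named genes are named here after their values were seen. The p-value here was the unadjusted one from edgeR's quasi-likelihood test, the log fold change was taken to base 2, and a gene was kept when the mean deposited RPKM of the 2 libraries of either treatment was above 0.5. The methods name neither the adjustment nor the libraries in which RPKM was taken.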

### siRNA analysis

All siRNA experiments were at a final concentration of 50 nM. Transfections were conducted using Lipofectamine 2000 (Invitrogen). For the microarray expression experiment we used the siRNAs directed against *FOXA1* against non-targeting siRNA. The microarray data from *GATA3* siRNA experiments were available at GSE39623^16^.

### Inhibition of ERα binding at enhancer

pdCas9-PuroR plasmid expressing both dCAS9 and sgRNA was purchased from Addgene (Addgene number #71667). sgRNAs targeting the selected enhancer identified through emQTL analysis were designed by using the CRISPR Design webtool: http://crispr.mit.edu/ (sequence: TTGGAGTTGACCTCATTCCAAGG). sgRNA was synthesized by oligo annealing and cloned into expressing vectors via BbsI sites using BpiI/BbsI (Thermo Scientific, Waltham, Massachusetts, USA) and T4 DNA ligase (NEB, Ipswich, Massachusetts, USA). Plasmids expressing both dCAS9 and sgRNAs were transfected into MCF7 cells with Lipofectamine 3000 (Thermo Scientific, Waltham, Massachusetts, USA) following the manufacturer´s protocol. For gene expression analysis, cells were selected with puromycin (1 μg/ml) for 48 h after 48 h of transfection. Analysis of dCAS9 binding was performed using ChIP protocol as described previously^60^. Cells were fixed with 1% formaldehyde for 10 min and then quenched with 125 mM of glycine. Cells pellets were washed with PBS and lysed with lysis buffer. DNA fragmentation was done by using Bioruptor sonicator (Diagenode) (15–20 cycles on and off 30 s). Chromatin was incubated overnight at 4 °C with ChIP-grade CAS9 or ERα antibodies (Active Motif, 61757 for CAS9; Santa Cruz Biotechnology, Inc, sc-543x for ERα). 5 µg of each antibody per ChIP assay (1:300 dilution in volume) and equal amounts of ChIP-Grade Protein A&G Agarose Beads were added (Life technologies). The beads were washed and DNA was eluted by reverse crosslinks overnight at 65 °C. Enriched target sequences were analyzed with qPCR with the primer pair: PGR_enh_1_F: 5′-CATTCTGGGACTAGGCCAGC-3′ and PGR_enh_1_R: 5′-ATTCCAAGGCAGAGCTCAGG-3′

### In silico nanodissection

The algorithm Nanodissect (http://nano.princeton.edu ^34^) was used for prediction of lymphocyte infiltration. The breast collection data (May 2013), which contains 17940 genes measured on 622 arrays, was inspected for genes specifically expressed in lymphocytes (standard genes; *n* = 476; available online and defined from expert literature review) and not expressed in mammary gland (*n* = 777) or mammary epithelium (*n* = 79). The genes with more than 65% probability to be positive lymphocyte-specific standard genes as opposed to mammary gland or epithelium were further used in downstream analysis to score each TCGA and OSL2 samples for the level of lymphocyte infiltration. The average expression of the set of standard genes in a sample reflected lymphocyte infiltration and was used to divide samples of the cohorts in four groups according to quartiles.

### Pathological assessment of lymphocyte infiltration

Vascular invasion, inflammatory cell infiltrate and necrosis, including relation of tumor cells/tumor stroma, were evaluated on slides stained with hematoxylin and eosin as previously described^61^. Using a simple microscope, subjective categorization of inflammatory cell infiltrate into the categories of “low”, “intermediate-low”, “intermediate-high” and “high” was performed based on the frequency of mononuclear inflammatory cell infiltration observed in invasive the tumor.

### Data availability

The DNA methylation data from the MicMa breast tumor cohort and normal breast tissue from reduction mammoplasty is available in GEO with accession number GSE60185. The gene expression data from the MicMa cohort is available with accession number GSE19783. The newly generated DNA methylation data for the breast cancer cohort OSL2 (*n* = 330) is available in GEO with accession number GSE84207, and the mRNA expression data from the OSL2 cohort is available in GEO with accession number GSE58215. DNA methylation several cell lines were used in this study and are available in GEO: breast cancer cell lines (GSE94943), T cells (GSE79144), B cells (GSE68456), leukocytes (GSE69270) and monocytes (GSE68456). The microarray data from GATA3 siRNA experiments are available in GEO with accession number GSE39623. The ChIA-PET Pol2 data is available through the ENCODE project with accession number ENCSR000CAA. MCF7 GRO-seq data are available at GEO with the accession number GSE99508.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Peer Review File

How the deposited data were processed for this re-analysis (not part of the article)

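Nascent transcription was measured by global run-on sequencing in MCF7 cells treated for 40 min with vehicle, 100 nM estradiol, 1 µM 4-hydroxytamoxifen or both compounds, with 2 libraries each. Vehicle and estradiol are described in the paper, which calls their libraries biological replicates. Tamoxifen and the combination are known from the sample labels alone, so the spread between their 2 libraries may be technical. Their p-values, like those of the other comparisons, rest on an estimate of the spread shared by all 8 libraries. The authors removed poly(A) tails with homerTools, filtered reads with the FASTX Toolkit, aligned them to hg19 with Bowtie and deposited counts per RefSeq transcript from HOMER's analyzeRNA, not normalized, over the whole span of each transcript. The deposited RPKM values divide these counts by the span in kb and by the library total, and were within 1.00% of that quotient in at least 99.73% of transcripts in every library. The submitters' processing notes name HOMER 4.6, Bowtie 1.12 and edgeR 3.8.5, and the methods HOMER 4.8. Counts over introns and exons alike mean that a long gene gathers more reads, and that a gene whose far part has not yet been reached by the polymerase is averaged with its near part.

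From the deposited counts, 1 transcript per symbol was kept, the one of longest span, and symbols spanning under 500 bp were left out (2148 of 25689). The sample groups, tests, gene lists, rule for named genes and processing alternatives were fixed before the data were examined, except where the closing section says otherwise. The test was edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3 with TMM factors and filterByExpr by treatment, in one fit of all 8 libraries with a mean per treatment, and p-values were adjusted by Benjamini-Hochberg over 15078 genes. The common biological coefficient of variation was 0.0988. Levels are CPM scaled by TMM, with the SD over 2 libraries. Gene lists were tested with camera from limma 3.58.1 at a preset correlation between genes of 0.01 and again with the correlation estimated, adjusted over the 19 lists of a comparison. Some genes belong to more than 1 list. The 19 lists are estrogen-induced and estrogen-repressed genes, immediate-early genes, luminal transcription factors, ERα cofactors, basal epithelial, immune cell, and stromal and endothelial markers, G1/S, G2/M, ribosome biogenesis, unfolded protein response and cholesterol synthesis genes, targets of the aryl hydrocarbon receptor, NF-kB and the retinoic acid receptor, TGF-beta and WNT signaling genes, heat shock genes and housekeeping genes. Named for estradiol against vehicle are the 10 largest rises and 10 largest falls among genes past the test with a mean RPKM above 0.5 in the higher treatment and both estradiol libraries on the same side of both vehicle libraries, the genes the paper names, and 3 members of each list with the smallest adjusted p plus a member that went the other way. For each other comparison these are the 5 largest rises and falls and the genes the paper names. The difference between the estradiol effects is written as estradiol with tamoxifen against tamoxifen, minus estradiol against vehicle. The paper's thresholds were applied with the unadjusted p, the log2 fold change and the mean RPKM of 2 libraries. For 810 genes with a shorter transcript that begins within 1000 bp of the longest one, the counts over the shorter transcript were taken as the near part (at least 5000 bp) and the rest of the counts as the far part (at least 10000 bp). Genes with at least 40 counts in each part over the vehicle and estradiol libraries were used, and 0.5 was added to the counts of each treatment.

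Alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, a filter on RPKM, a fit of only the libraries compared, the replicate number as a block, edgeR's exact test, the transcript with the highest count, transcripts of any span, an estimated correlation for lists, and leaving out each library in turn. Where 1 library of a treatment is left out, the remaining one is assumed to vary like the other treatments. The counting test was tested on simulated counts with these libraries' means and sizes, 200 genes being changed. In it, 68.7% of 2-fold changes between tamoxifen and vehicle and 38.8% of 2-fold differences between estradiol effects were called. The cutoff after adjustment depends on how many genes differ, so the simulated shares hold for that number of changed genes only. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Some results are not reported here. Comparisons between groups of 2 libraries allow no test of other splits of the samples. The Cluster 2 gene list, tumor samples and knockdown experiments were not analysed here.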

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

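The tests of mixed material, of the shallow library, of the shared vehicle libraries and of a combination library that had received estradiol alone were chosen only after the result was seen, and the test of how many changes the libraries could show was chosen before. Tamoxifen, an antagonist of ERα, was given alone to libraries that the paper does not report on, in which 38 of 43 tested estrogen-induced genes stood higher than with vehicle, 13 of them past the test. In these libraries 48 genes were higher and 4 lower than with vehicle, 52 in all (edgeR's quasi-likelihood test). The p-values of this and the other comparisons that use tamoxifen rest on a spread shared by all 8 libraries. The tamoxifen replicates differed more than the other pairs, so these p-values may be too small. The numbers higher and lower were 250 and 82 with no filter on low counts, 2 and 0 with only the 4 libraries compared, 29 and 1 with edgeR's exact test, 6 and 0 without vehicle replicate 1, 8 and 0 without vehicle replicate 2, 25 and 1 without estradiol replicate 1, 25 and 1 without estradiol replicate 2, 287 and 190 without tamoxifen replicate 1, 1392 and 1325 without tamoxifen replicate 2, 26 and 0 without combination replicate 1 and 26 and 0 without combination replicate 2. The largest rises are ranked among genes past the test with a mean RPKM above 0.5 in the higher treatment. Among these, AGR3, a secreted protein of the disulfide isomerase family, rose most, from 12.8 ± 0.943 to 58.6 ± 15.4 CPM (SD, n = 2, log2 fold change 2.12, standard error 0.21, adjusted p = 0.000464 from edgeR's quasi-likelihood test). It was followed by CA12 (2.03, adjusted p = 0.000101), ADAMTSL5 (1.91, adjusted p = 0.0261), MYB (1.87, adjusted p = 4.97e-05) and TPD52L1 (1.80, adjusted p = 1.82e-07), all from the same test. The 4 that fell were PHPT1, a histidine phosphatase (-1.29, adjusted p = 0.0251), ZNF217 (-0.44, adjusted p = 0.0443), PMEPA1, an inhibitor of TGF-beta signaling (-0.41, adjusted p = 0.0183), and TUBD1, a tubulin (-0.40, adjusted p = 0.0453; all from the same test). Of the 43 estrogen-induced genes, 13 rose and 0 fell, with a median of 0.64 (25 rose when adjusted over the list alone; adjusted p = 1.22e-42 from camera, 0.0123 with an estimated correlation), and the number that rose was 4 without vehicle replicate 1, 6 without vehicle replicate 2, 8 without either estradiol or combination replicate, 21 without tamoxifen replicate 1 and 20 without tamoxifen replicate 2, the last with 1 member lower. Of the 25 estrogen-repressed genes 0 rose and 0 fell, with a median of -0.18 (4 fell when adjusted over the list alone; adjusted p = 0.0037 from camera, 0.16 with an estimated correlation), while 6 fell without tamoxifen replicate 1, and 7 fell and 3 rose without tamoxifen replicate 2 (camera adjusted p = 0.154). PGR and GREB1 had log2 fold changes of 0.46 and -0.065 (adjusted p = 0.444 and 0.927), ESR1 one of 0.13 (adjusted p = 0.452 from the same test).

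By camera, luminal transcription factors (median 0.092, adjusted p = 0.0367, and 0.221 with an estimated correlation) and immune cell markers (median 0.34, adjusted p = 0.0354, and 0.308 with an estimated correlation) were also higher in the tamoxifen libraries, and ERα cofactors (median -0.16, adjusted p = 0.0354, and 0.482 with an estimated correlation) and G2/M genes (median -0.22, adjusted p = 0.0354, and 0.221 with an estimated correlation) were lower, none of them past the test with an estimated correlation. Only 5 immune cell markers had enough counts to be tested, 4 of them with a positive fold change. The adjusted p from camera was 0.226 without vehicle replicate 2 and 0.635 without tamoxifen replicate 2 for luminal transcription factors. It was 0.284 without vehicle replicate 2, 0.124 without tamoxifen replicate 1 and 0.139 without tamoxifen replicate 2 for immune cell markers. It was 0.109 without vehicle replicate 1 and 0.698 without tamoxifen replicate 1 for ERα cofactors. It was 0.0661 without vehicle replicate 2, 0.0969 without tamoxifen replicate 1 and 0.154 without tamoxifen replicate 2 for G2/M genes. The other genes that the paper names, FOXA1, GATA3, FOS, DPF2, AHR, CTCF, RUNX1 and ERG, had log2 fold changes of -0.33 to 0.68 and an adjusted p of at least 0.171 (edgeR's quasi-likelihood test). For FOS the adjusted p was 0.000953 without tamoxifen replicate 2 (range over its alternatives 0.000953 to 0.909). For CTCF the adjusted p was 0.000636 without tamoxifen replicate 2 (range over its alternatives 0.000636 to 0.973). For RUNX1 the adjusted p was 0.0111 with no filter on low counts, 0.00484 without tamoxifen replicate 1 and 0.000153 without tamoxifen replicate 2 (range over its alternatives 0.000153 to 0.909).

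Tamoxifen replicate 1 is the shallowest library, with 1178756 counts within genes, and the tamoxifen replicates differed more than others, at a chi-square per degree of freedom of 6.29 against 1.89 for vehicle, 1.38 for estradiol and 1.31 for the combination. Tamoxifen replicate 1 also stood apart in composition, with 58.7% of its mapped reads within genes (63.8% to 65.2% in the other libraries), 0.241% in MALAT1, a nuclear noncoding RNA (0.0856% to 0.123%), 0.298% in symbols spanning under 500 bp (0.188% to 0.214%), and 0.00279% and 0.00423% in RMRP and RPPH1, the RNAs of RNases MRP and P (0.000563% to 0.00091% and 0.00187% to 0.00262%). NEAT1, another nuclear noncoding RNA, went the other way, at 0.0141% (0.0214% to 0.0251% in the other libraries). By edgeR's quasi-likelihood test unless another is named, the adjusted p of AGR3 was 0.113 with only the libraries compared and 0.0538 without vehicle replicate 1 (range over its alternatives 1.7e-19 to 0.113), that of CA12 0.0749 with only the libraries compared (range over its alternatives 2.41e-46 to 0.0749) and that of MYB 0.0749 with only the libraries compared (range over its alternatives 9.15e-24 to 0.0749). For ADAMTSL5 it was 0.779 with only the libraries compared, 0.0664 with edgeR's exact test, 0.653 without vehicle replicate 1, 0.243 without vehicle replicate 2, 0.115 without estradiol replicate 1, 0.105 without estradiol replicate 2, 0.147 without tamoxifen replicate 2, 0.113 without combination replicate 1 and 0.115 without combination replicate 2 (range over its alternatives 1.73e-12 to 0.779). For PHPT1 it was 0.3 with only the libraries compared, 0.451 without vehicle replicate 1, 0.135 without vehicle replicate 2, 0.0943 without combination replicate 1 and 0.0968 without combination replicate 2 (range over its alternatives 3.87e-08 to 0.451). For ZNF217 it was 0.729 with only the libraries compared, 0.642 with edgeR's exact test, 0.597 without vehicle replicate 1, 0.417 without vehicle replicate 2, 0.147 without estradiol replicate 1, 0.143 without estradiol replicate 2, 0.133 without combination replicate 1 and 0.138 without combination replicate 2 (range over its alternatives 5.85e-10 to 0.729). For PMEPA1 it was 0.625 with only the libraries compared, 0.661 with edgeR's exact test, 0.38 without vehicle replicate 1, 0.168 without vehicle replicate 2, 0.0902 without estradiol replicate 1, 0.0874 without estradiol replicate 2, 0.0685 without combination replicate 1 and 0.0699 without combination replicate 2 (range over its alternatives 1.87e-06 to 0.661). For TUBD1 it was 0.0529 with DESeq2, 0.729 with only the libraries compared, 0.729 with edgeR's exact test, 0.593 without vehicle replicate 1, 0.385 without vehicle replicate 2, 0.147 without estradiol replicate 1, 0.143 without estradiol replicate 2, 0.133 without combination replicate 1 and 0.138 without combination replicate 2 (range over its alternatives 1.88e-05 to 0.729).

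Of the 48 genes higher with tamoxifen, 47 were also higher with estradiol, where independent lists would share 4.42, and the 4 lower genes were all lower with estradiol (independent lists would share 0.226). The exception, named after its values were seen, was AGR2, a relative of AGR3, with 0.41 for estradiol (adjusted p = 0.0643) and 1.13 for tamoxifen (adjusted p = 0.00218, both from edgeR's quasi-likelihood test). Both comparisons use the vehicle libraries. The fold changes of all genes correlated at 0.55 (Pearson, across genes, which are not independent), with a covariance of 0.14. In 20 simulations with neither estradiol nor tamoxifen changing a gene, the mean correlation was 0.49 and the mean covariance 0.044. In 20 simulations that kept the estradiol effects and left tamoxifen unchanged, the correlation was 0.177 to 0.243. Both kinds of simulation gave all libraries one spread per gene, although the tamoxifen replicates differed more than the others. For genes called higher with estradiol against 1 vehicle replicate alone, and set against the vehicle replicate not used for those calls, the median in a tamoxifen library, less that of all other genes, lay 0.158, 0.276, 0.163 and 0.274 above it on the log2 scale (840 or 792 genes), a test chosen after the values were seen. As genes named after their values were seen, AGR3 reached 82.2% of its estradiol rise with tamoxifen, MYB 28.7%, CA12 16.6% and PGR 4.61%, but AGR3 reached 106% in replicate 1 and 59.6% in replicate 2.

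That estradiol-induced genes stood higher in the tamoxifen libraries may be technical, and material of estradiol-treated cells in the tamoxifen libraries would give every gene the same share of its estradiol rise. Across 692 genes the shares in replicates 1 and 2 had a Spearman correlation of 0.23 (bootstrap 95% interval 0.16 to 0.31, permutation p = 1e-04, the smallest that 10000 permutations can give), between the limits of 0.1 and 0.3 set for the test and so undecided, and one of 0.31 in the 322 genes above 50 CPM with estradiol, a subset for which no limit was set. A further test was chosen because that one had not decided. In it, 41 estrogen-induced genes scattered around a share of 17.2% by a chi-square per degree of freedom of 6.48. It counts only the errors of the tamoxifen fold changes, which rest on the spread shared by all 8 libraries. The tamoxifen replicates differed more than the other pairs (6.29 against 1.31 to 1.89). These errors may therefore be too small, and one common share is not excluded. Against the shallow replicate as the source, the median of the estrogen-induced list was 0.55 without tamoxifen replicate 1. For chance in the shared vehicle libraries, the lowest of the 4 medians set against the vehicle replicate not used for the calls was 0.158. Replicates of 1 treatment differed by up to 0.117 in such medians. In 20 simulations that kept the estradiol effects and left tamoxifen unchanged, such medians were at most 0.0262. At most 2 genes were called higher there in both comparisons. These simulations hold no shift that runs through a whole library. They also called 1843 to 1975 genes higher with estradiol, against 1389 in the data. The values therefore argue against chance only as far as 0.158 exceeds 0.117. Material of estradiol-treated cells in the tamoxifen libraries, a partial agonist effect of tamoxifen, and a trace of estradiol to which genes differ in sensitivity, stay open as hypotheses.

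With both compounds, 1850 genes differed from vehicle, 1134 higher and 716 lower (edgeR's quasi-likelihood test), in libraries that the paper does not report on. Their balance differed between settings, with numbers higher and lower of 843 and 358 with DESeq2, 1992 and 1792 with only the 4 libraries compared, 1981 and 1756 with edgeR's exact test, 642 and 233 without vehicle replicate 1, 678 and 287 without vehicle replicate 2, 877 and 432 without estradiol replicate 1, 882 and 429 without estradiol replicate 2, 2140 and 1873 without tamoxifen replicate 1, 2160 and 1844 without tamoxifen replicate 2, 664 and 212 without combination replicate 1 and 619 and 218 without combination replicate 2. Among genes past the test with a mean RPKM above 0.5 in the higher treatment, the largest rises were in GAS6-AS2, LINC01016, HCK, AMZ1 and SMTNL2. GAS6-AS2 had no count in the vehicle libraries and was at least 12.2-fold higher against a floor of 3 counts over them. The last 4 rose by 5.89, 4.88, 4.11 and 4.11 on the log2 scale (highest adjusted p of all 0.000812 from the same test). Over the alternatives these values ranged from 5.153 to 9.941, 4.151 to 5.842, 3.92 to 4.274 and 3.451 to 4.901. Under the same RPKM limit, the largest falls were in KCNJ8, a potassium channel (-2.83), TOP1P1, a pseudogene of topoisomerase 1 (-2.57), TNFRSF11B (-2.20), LAG3 (-2.14) and PCDH10 (-1.92), with a highest adjusted p of 0.0228 from the same test. GAS6-AS2 is uncertain as an antisense gene, and TOP1P1 because it can share reads with its parent gene and overlaps FMO4 on the same strand. For KCNJ8 the adjusted p was 0.0605 without combination replicate 2 (range over its alternatives 4.53e-08 to 0.0605). For TOP1P1 the adjusted p was 0.1 with DESeq2, 0.189 without vehicle replicate 1, 0.0638 without vehicle replicate 2, 0.153 without combination replicate 1 and 0.193 without combination replicate 2 (range over its alternatives 0.000657 to 0.193). For LAG3 the adjusted p was 0.174 without combination replicate 2 (range over its alternatives 1.66e-07 to 0.174). Of the genes that the paper names, PGR (3.08), GREB1 (2.54), FOS (1.69) and RUNX1 (0.40) rose and GATA3 (-0.47), AHR (-0.82) and ZNF217 (-0.57) fell (log2 fold changes, highest adjusted p 0.00622), and ESR1, FOXA1, DPF2, CTCF and ERG had an adjusted p of at least 0.139 from the same test. For RUNX1 the adjusted p was 0.103 without vehicle replicate 2, 0.05 without combination replicate 1 and 0.0822 without combination replicate 2 (range over its alternatives 3.45e-09 to 0.103). For FOXA1 the adjusted p was 0.0245 with only the libraries compared, 0.0228 with edgeR's exact test, 0.0181 without tamoxifen replicate 1 and 0.0211 without tamoxifen replicate 2 (range over its alternatives 0.0181 to 0.474). Of the estrogen-induced genes 40 of 43 rose and 0 fell, or 42 and 0 when adjusted over the list alone (adjusted p = 1.71e-150 from camera, 0.00117 with an estimated correlation), and of the estrogen-repressed genes 14 of 25 fell and 1 rose, or 16 and 1 (adjusted p = 2.62e-07 from camera, 0.0329 with an estimated correlation). Without 1 library the number of repressed genes that fell was 6 without vehicle replicate 1, 9 without vehicle replicate 2, 5 without combination replicate 1 and 7 without combination replicate 2, and of repressed genes that rose was 0 without either vehicle or combination replicate, 2 without tamoxifen replicate 1 and 3 without tamoxifen replicate 2. By camera alone, not with an estimated correlation, higher lists were immediate-early genes (median 0.097, adjusted p = 0.0134, and 0.308 with an estimated correlation), luminal transcription factors (median 0.05, adjusted p = 0.000252, and 0.0694 with an estimated correlation) and ribosome biogenesis genes (median 0.41, adjusted p = 0.00216, and 0.0798 with an estimated correlation).

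Against tamoxifen alone, 1051 genes differed with both compounds, 765 higher and 286 lower (edgeR's quasi-likelihood test). Their balance differed between settings, the numbers higher and lower being 1013 and 520 with no filter on low counts, 389 and 74 with only the 4 libraries compared, 580 and 184 without estradiol replicate 1, 589 and 184 without estradiol replicate 2, 1184 and 672 without tamoxifen replicate 1, 1978 and 1699 without tamoxifen replicate 2, 417 and 83 without combination replicate 1 and 422 and 95 without combination replicate 2. Among the largest changes, HCK rose by 3.99, SMTNL2 by 3.10, the tyrosine phosphatase gene PTPRH by 3.08 and GAS6-AS2 by 2.71 on the log2 scale, and KCNJ8 (-2.78), TNFRSF11B (-2.14), PCDH10 (-1.95), the protease inhibitor CSTA (-1.89) and the noncoding RNA LINC00675 (-1.89) fell (highest adjusted p 0.0216 from the same test). For GAS6-AS2 the adjusted p was 0.0866 with only the libraries compared, 0.0696 without estradiol replicate 1, 0.0664 without estradiol replicate 2, 0.207 without tamoxifen replicate 2, 0.0508 without combination replicate 1 and 0.357 without combination replicate 2 (range over its alternatives 0.000627 to 0.357). For KCNJ8 the adjusted p was 0.0989 without combination replicate 2 (range over its alternatives 2.58e-06 to 0.0989). For CSTA the adjusted p was 0.0917 without combination replicate 2 (range over its alternatives 4.23e-09 to 0.0917). For LINC00675 the adjusted p was 0.104 with DESeq2, 0.0866 with only the libraries compared, 0.141 without tamoxifen replicate 2, 0.0536 without combination replicate 1 and 0.327 without combination replicate 2 (range over its alternatives 0.000323 to 0.327). Of the genes that the paper names, PGR (2.62), GREB1 (2.60) and FOS (1.00) rose and GATA3 (-0.30) and AHR (-0.69) fell (log2 fold changes, highest adjusted p 0.00923), and ESR1, FOXA1, DPF2, ZNF217, CTCF, RUNX1 and ERG had an adjusted p of at least 0.1 from the same test. For FOS the adjusted p was 0.0965 with only the libraries compared and 0.143 without combination replicate 2 (range over its alternatives 2.02e-11 to 0.143). For GATA3 the adjusted p was 0.0644 with DESeq2, 0.0956 with only the libraries compared, 0.289 with edgeR's exact test and 0.137 without combination replicate 1 (range over its alternatives 3.49e-05 to 0.289). For ESR1 the adjusted p was 0.0133 without tamoxifen replicate 2 (range over its alternatives 0.0133 to 0.671). For ZNF217 the adjusted p was 0.0027 without tamoxifen replicate 1 (range over its alternatives 0.0027 to 0.939). For CTCF the adjusted p was 0.000201 without tamoxifen replicate 2 (range over its alternatives 0.000201 to 0.988). Of the estrogen-induced genes 38 of 43 rose and 0 fell, or 40 and 0 when adjusted over the list alone (adjusted p = 1.14e-106 from camera, 0.00381 with an estimated correlation), and of the estrogen-repressed genes 6 of 25 fell and 1 rose, or 10 and 2 (adjusted p = 0.00025 from camera, 0.11 with an estimated correlation). Without 1 library the number of repressed genes that fell was 10 without either tamoxifen replicate and 3 without combination replicate 1, and of repressed genes that rose was 4 without tamoxifen replicate 1, 3 without tamoxifen replicate 2 and 0 without either combination replicate. By camera alone, not with an estimated correlation, higher lists were luminal transcription factors (median 0.014, adjusted p = 0.00541, and 0.137 with an estimated correlation), ERα cofactors (median 0.083, adjusted p = 0.000867, and 0.326 with an estimated correlation) and ribosome biogenesis genes (median 0.29, adjusted p = 0.0116, and 0.137 with an estimated correlation). The adjusted p from camera was 0.138 without tamoxifen replicate 2 for ribosome biogenesis genes. This comparison shares no library with estradiol against vehicle, and 726 genes were higher and 233 lower in both, where independent lists would share 70.5 and 16.1 (Pearson correlation of the fold changes across genes 0.694).

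Between both compounds and estradiol alone edgeR's quasi-likelihood test called 0 genes, with 262 at an unadjusted p under 0.05. DESeq2 called 0 (30 unadjusted), and the numbers higher and lower were 2 and 0 with no filter on low counts, 11 and 30 with only the 4 libraries compared, 11 and 19 with edgeR's exact test, 6 and 8 without tamoxifen replicate 1 and 6 and 6 without tamoxifen replicate 2. The estrogen-induced list had a median of -0.097 (adjusted p = 0.00776 from camera, 0.271 with an estimated correlation). Its adjusted p from camera was 0.166 without estradiol replicate 1, 0.0525 without estradiol replicate 2 and 0.338 without combination replicate 2, the last with a median of -0.049. By camera 3 more lists were higher with both compounds, none of them past the test with an estimated correlation: G2/M genes (median 0.22, adjusted p = 0.000382, and 0.215 with an estimated correlation), immediate-early genes (median 0.16, adjusted p = 0.00724, and 0.31 with an estimated correlation) and G1/S genes (median 0.096, adjusted p = 0.00776, and 0.391 with an estimated correlation). The adjusted p from camera was 0.0643 for G2/M genes without combination replicate 1, 0.0896 for immediate-early genes without estradiol replicate 2 and 0.351 without combination replicate 2, and 0.0896 for G1/S genes without estradiol replicate 2 and 0.682 without combination replicate 1. PGR, GREB1 and FOS had log2 differences of -0.19, -0.18 and 0.0023, and the other genes that the paper names lay between -0.43 and 0.13, with an adjusted p of 1 each from edgeR's quasi-likelihood test.

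That no gene was called could come from too few reads or libraries, but 68.66% of simulated 2-fold differences between these treatments were called. This does not exclude it, because the bound set for the test covered 2-fold differences alone, 19.4% of 1.5-fold differences were called, and the medians given next were smaller still. It could also be that the libraries labelled with both compounds had received estradiol alone, for which genes called higher with 1 estradiol replicate alone had, less the median of all other genes, median differences of a combination library from the estradiol replicate not used for those calls of -0.0872, -0.124, -0.0693 and -0.106 on the log2 scale (798 or 801 genes). Each lay further below 0 than the combination replicates differed in the same kind of median (up to 0.0368). Not all lay further than the tamoxifen replicates differed (up to 0.117). That larger spread was the limit used, so the test stays undecided. The tamoxifen libraries are not part of this comparison, and their replicate 1 is shallow. A small effect of tamoxifen beside estradiol at 40 min remains a hypothesis, and it cannot be told apart from too few reads or libraries or from libraries that had received estradiol alone.

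The effect of estradiol differed with tamoxifen present for 23 genes, and in each of them it was lower with tamoxifen than without (edgeR's quasi-likelihood test of the interaction). The largest differences were -2.40 for RAMP3 (standard error 0.34, adjusted p = 0.011), -2.28 for AMZ1 (adjusted p = 0.00942), -2.18 for CA12 (adjusted p = 0.000546), -2.17 for AGR3 (adjusted p = 0.00394) and -1.93 for TPD52L1 (adjusted p = 2.68e-06, all from the same test). TPD52L1 stood at 125 ± 5.80 CPM with vehicle, 1417 ± 13.2 with estradiol, 438 ± 36.9 with tamoxifen and 1295 ± 0.626 with both (SD, n = 2). With tamoxifen alone against vehicle, AGR3, CA12 and TPD52L1 stood higher by 2.12, 2.03 and 1.80 on the log2 scale. RAMP3 (4.28 to 17.0 CPM) and AMZ1 (5.99 to 24.2 CPM) did too. A higher level with tamoxifen alone makes the estradiol effect counted from it smaller, and that higher level may be technical. Between both compounds and estradiol alone, the test on all 8 libraries called 0 genes. The estrogen-induced list had 8 members with a smaller effect (26 when adjusted over the list alone; adjusted p = 4.13e-45 from camera, 0.00828 with an estimated correlation). The estradiol effect was higher with tamoxifen than without, by camera, for estrogen-repressed genes (median 0.19, adjusted p = 0.00253, and 0.0999 with an estimated correlation), G2/M genes (median 0.43, adjusted p = 5e-05, and 0.0727 with an estimated correlation) and cholesterol synthesis genes (median 0.18, adjusted p = 0.00746, and 0.103 with an estimated correlation), and lower for luminal transcription factors (median -0.17, adjusted p = 0.00253, and 0.0999 with an estimated correlation) and immune cell markers (median -0.62, adjusted p = 0.00746, and 0.256 with an estimated correlation), none of them past the test with an estimated correlation. The adjusted p from camera was 0.0553 without tamoxifen replicate 2 for estrogen-repressed genes. It was 0.0709 without vehicle replicate 2 and 0.0553 without tamoxifen replicate 2 for cholesterol synthesis genes. It was 0.0665 without vehicle replicate 2 and 0.277 without tamoxifen replicate 2 for luminal transcription factors. It was 0.122 without vehicle replicate 2, 0.0614 without tamoxifen replicate 1 and 0.0523 without tamoxifen replicate 2 for immune cell markers. The number of estrogen-induced genes with a smaller effect was 3 without either estradiol or combination replicate or vehicle replicate 1, 4 without vehicle replicate 2, 21 without tamoxifen replicate 1 and 19 without tamoxifen replicate 2. In place of 0 genes with a higher and 23 with a lower effect there were 1 and 32 with DESeq2, 11 and 114 with no filter on low counts, 0 and 4 without vehicle replicate 1, 0 and 5 without vehicle replicate 2, 0 and 4 without estradiol replicate 1, 0 and 4 without estradiol replicate 2, 73 and 249 without tamoxifen replicate 1, 878 and 890 without tamoxifen replicate 2, 0 and 4 without combination replicate 1 and 0 and 4 without combination replicate 2, so that the single direction did not hold without either tamoxifen replicate, with no filter or with DESeq2. By edgeR's quasi-likelihood test, the adjusted p of RAMP3 was 0.239 without vehicle replicate 1, 0.246 without vehicle replicate 2, 0.117 without estradiol replicate 1, 0.129 without estradiol replicate 2, 0.0706 without combination replicate 1 and 0.166 without combination replicate 2 (range over its alternatives 4.2e-12 to 0.246). That of AMZ1 was 0.31 without vehicle replicate 1, 0.13 without vehicle replicate 2, 0.117 without estradiol replicate 1, 0.0974 without estradiol replicate 2, 0.0655 without combination replicate 1 and 0.139 without combination replicate 2 (range over its alternatives 1.78e-14 to 0.31), and that of AGR3 0.126 without vehicle replicate 1, 0.0758 without vehicle replicate 2, 0.061 without estradiol replicate 1, 0.0892 without estradiol replicate 2, 0.0655 without combination replicate 1 and 0.0856 without combination replicate 2 (range over its alternatives 3.88e-14 to 0.126). None of the genes that the paper names passed (lowest adjusted p 0.132 from the same test). For FOS the adjusted p was 0.00585 without tamoxifen replicate 2 (range over its alternatives 0.00585 to 1). For ZNF217 the adjusted p was 0.000209 with no filter on low counts, 1.97e-05 without tamoxifen replicate 1 and 5.64e-10 without tamoxifen replicate 2 (range over its alternatives 5.64e-10 to 1). For CTCF the adjusted p was 0.00266 without tamoxifen replicate 2 (range over its alternatives 0.00266 to 1). For RUNX1 the adjusted p was 0.0234 without tamoxifen replicate 1 and 0.00161 without tamoxifen replicate 2 (range over its alternatives 0.00161 to 1).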

How the results depend on the processing

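No test in this part was chosen after its result was seen, and no result reversed. With RLE factors, the transcript of highest count or transcripts of any span, every count of changed genes stayed within 1.5 times its main value. With only the libraries compared, 2257 genes were higher and 1867 lower with estradiol, 2 changed with tamoxifen, 3784 with both against vehicle, 41 with both against estradiol and 463 with both against tamoxifen, a fit with fewer libraries to estimate the spread. With edgeR's exact test these were 2304, 1921, 30, 3737 and 30 for the first 5. DESeq2 called 459 lower with estradiol and 1201 changed with both against vehicle. With no filter on low counts, tamoxifen changed 332 genes, both against estradiol 2 and the difference of the estradiol effects 125, and cholesterol synthesis genes reached an adjusted p of 0.0217 from camera. With an estimated correlation, 2 of 5 lists stayed past camera for estradiol, with an adjusted p of 0.0525 for luminal transcription factors, 0.223 for G2/M and 0.0849 for ribosome biogenesis genes. Leaving out 1 library gave 792 to 2422 genes higher and 261 to 2113 lower with estradiol, 477 to 516 and 134 to 151 at the paper's thresholds, 6 to 2717 changed with tamoxifen, 837 to 4013 with both against vehicle, 0 to 14 with both against estradiol, 500 to 3677 with both against tamoxifen, and 4 to 1768 for the difference. It gave 5 to 8 lists past camera (8 without either tamoxifen replicate), with an adjusted p of 0.0399 to 0.219 for cofactors, 0.0457 to 0.337 for immune markers, 0.00477 to 0.108 for AHR targets and 0.0238 to 0.193 for TGF-beta and WNT genes. Without tamoxifen replicate 1 or 2, all 2239 estradiol calls were kept and others added. The shared estimate of the spread takes in the tamoxifen pair, whose replicates differed most (chi-square per degree of freedom 6.29). A single tamoxifen library left in the fit adds nothing to that estimate. The fit of only the vehicle and estradiol libraries also called more genes with estradiol (2257 higher and 1867 lower, against 1389 and 850). That of only the vehicle and tamoxifen libraries called fewer with tamoxifen (2, against 52). The shared spread may thus be too large for estradiol against vehicle and too small for comparisons that use tamoxifen. No separate test of the cause was run for these changes. With the replicate number as a block, tamoxifen changed 34 genes and estradiol 1271 higher and 719 lower, ERG, NFKB2 and TRAF1 had no call for estradiol nor ADAMTSL5, ZNF217, PMEPA1 and TUBD1 for tamoxifen, and CCR7 had one for estradiol. Nothing says that the numbers pair the libraries, whose deviations correlated at -0.0877 to 0.0499. Of the results for named genes under alternatives, 2735 kept their side of the threshold, 197 no longer passed and 34 newly passed, and DESeq2 gave no adjusted p for 10 more. At this depth and with 2 libraries per treatment 22.4% of simulated 1.5-fold estradiol changes were called, which does not separate depth from the number of libraries. That simulation gave 119 calls in all, against 2239 estradiol calls in the data. Its cutoff after adjustment was therefore stricter, and 22.4% may be too low for the data.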

Other observations

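The tests of near and far gene parts were chosen before their result was seen, and the comparison with genes that fell was chosen only after. Members of small groups that the rule for named genes does not take are named in this part after their values were seen. At 40 min of estradiol, of the ribosome biogenesis genes 9 of 28 rose and 0 fell, or 10 and 0 when adjusted over the list alone, 27 having a positive fold change, with a median log2 fold change of 0.44 (list adjusted p = 0.00275 from camera, 0.0849 with an estimated correlation). WDR43, a nucleolar protein, rose from 119 ± 5.13 to 190.3 ± 3.99 CPM (adjusted p = 0.000562 from edgeR's quasi-likelihood test), and in that list the number that rose was 4 without vehicle replicate 1, 2 without either estradiol replicate or vehicle replicate 2 and 14 without either tamoxifen replicate. Of the G2/M genes 0 of 20 rose and 3 fell (AURKA, BUB1 and CENPE), or 0 and 3 when adjusted over the list alone, 2 having a positive fold change, with a median of -0.37 (list adjusted p = 0.0178 from camera, 0.223 with an estimated correlation), and the number that fell was 0 without either vehicle or estradiol replicate and 7 without either tamoxifen replicate. Of the G1/S genes 3 of 29 rose (CCND1, GINS2 and UHRF1) and 1 fell (CDK6), or 3 and 1 when adjusted over the list alone (list adjusted p = 0.799 from camera, 0.886 with an estimated correlation), with CCND1, the cyclin of G1 progression, rising from 247 ± 4.70 to 649 ± 33.7 CPM (adjusted p = 4.35e-05 from edgeR's quasi-likelihood test). In the G1/S list the number that rose was 1 without either vehicle replicate or estradiol replicate 2 and the number that fell was 0 without either estradiol replicate or vehicle replicate 2 and 2 without tamoxifen replicate 2. Cholesterol synthesis genes went both ways: 2 of 22 rose (DHCR7 and NSDHL) and 5 fell (DHCR24, LDLR, MVK, SC5D and SREBF2), or 2 and 6 when adjusted over the list alone (list adjusted p = 0.115 from camera, 0.242 with an estimated correlation). DHCR7, which makes the last step to cholesterol, rose from 37.0 ± 3.46 to 105 ± 5.67 CPM (adjusted p = 1.63e-05 from edgeR's quasi-likelihood test), and in that list the number that fell was 1 without vehicle replicate 1 or estradiol replicate 1, 2 without either combination replicate or vehicle replicate 2, 0 without estradiol replicate 2 and 8 without tamoxifen replicate 2. In the unfolded protein response list 3 of 22 rose (ERN1, PDIA6 and XBP1) and 2 fell (DNAJC3 and TRIB3), or 3 and 2 when adjusted over the list alone, with a median of -0.061, a mean of 0.09 and the test on the side of the mean (list adjusted p = 0.421 from camera, 0.53 with an estimated correlation). ERN1, a sensor of that response, rose from 142 ± 9.02 to 243 ± 1.61 CPM (adjusted p = 5.72e-05 from edgeR's quasi-likelihood test), and among its genes the number that fell was 1 without vehicle replicate 1 and 0 without either estradiol replicate or vehicle replicate 2.

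Among targets of the aryl hydrocarbon receptor 3 of 10 rose (CYP1B1, SLC7A5 and TIPARP) and 1 fell (NFE2L2), or 3 and 1 when adjusted over the list alone (list adjusted p = 0.102 from camera, 0.242 with an estimated correlation), and the number that fell was 2 without either tamoxifen replicate. Their adjusted p from camera was 0.00477 without tamoxifen replicate 1 and 0.0055 without tamoxifen replicate 2. TIPARP, which inhibits that receptor, rose from 127 ± 16.6 to 372 ± 14.2 CPM, and SLC7A5, an amino acid transporter, rose from 46.4 ± 13.4 to 197 ± 5.23 CPM, while NFE2L2, the factor of the oxidative stress response, fell from 206 ± 6.15 to 129 ± 11.9 CPM (highest adjusted p 0.000503 from edgeR's quasi-likelihood test). Of retinoic acid receptor targets 3 of 12 rose (DHRS3, RARA and TGM2) and 2 fell (BTG2 and RARG), or 3 and 2 when adjusted over the list alone (list adjusted p = 0.342 from camera, 0.532 with an estimated correlation), and the number that fell was 4 without either tamoxifen replicate. RARA, the receptor itself, rose from 102 ± 4.51 to 331 ± 34.2 CPM, and BTG2, an inhibitor of proliferation, fell from 122 ± 0.368 to 62.5 ± 5.64 CPM (highest adjusted p 0.000488 from the same test). Of TGF-beta and WNT signaling genes 4 of 24 rose (SKIL, SMAD7, WNT16 and WNT4) and 8 fell, or 5 and 9 when adjusted over the list alone, with a median of -0.11, a mean of 0.058 and the test on the side of the median (list adjusted p = 0.102 from camera, 0.242 with an estimated correlation). SMAD6, an inhibitor of BMP signaling, fell from 230.5 ± 3.95 to 113 ± 0.454 CPM (adjusted p = 0.000119 from edgeR's quasi-likelihood test), and the ligand WNT16, with 1 count in the vehicle libraries, stood at 7.23 ± 0.444 CPM with estradiol (adjusted p = 0.00022). In that list the number that rose was 1 without vehicle replicate 1 and 2 without either estradiol replicate or vehicle replicate 2 and the number that fell was 5 without either estradiol replicate or vehicle replicate 1, and the adjusted p from camera was 0.0359 without vehicle replicate 1, 0.0245 without tamoxifen replicate 1 and 0.0238 without tamoxifen replicate 2. Of NF-kB targets 1 of 12 rose (BCL3) and 2 fell (NFKB2 and TRAF1), or 1 and 2 when adjusted over the list alone, with a median of 0.0063, a mean of -0.051 and the test on the side of the mean (list adjusted p = 0.677 from camera, 0.688 with an estimated correlation), and the number that fell was 0 without either vehicle, estradiol or combination replicate. BCL3, a coregulator of NF-kB, rose from 87.8 ± 0.76 to 191 ± 1.27 CPM (adjusted p = 0.0013 from edgeR's quasi-likelihood test).

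Of markers of basal epithelium 5 of 13 rose (FOXC1, ITGA6, KIT, MYLK and TAGLN) and 2 fell (CDH3 and ITGB4), or 5 and 2 when adjusted over the list alone, with a median of -0.029, a mean of 0.49 and the test on the side of the mean (list adjusted p = 0.151 from camera, 0.312 with an estimated correlation). FOXC1, a forkhead factor of basal-like tumors, rose from 3.77 ± 2.30 to 20.3 ± 0.957 CPM, and the receptor KIT rose from 5.75 ± 1.40 to 28.6 ± 3.58 CPM (highest adjusted p 0.000358 from edgeR's quasi-likelihood test), and in that list the number that rose was 3 without vehicle replicate 1 and the number that fell was 0 without either vehicle or estradiol replicate and 1 without either combination replicate. Of immune cell markers 2 of 5 rose (ERG and RUNX1) and 0 fell, or 3 and 0 when adjusted over the list alone, 4 having a positive fold change (list adjusted p = 0.154 from camera, 0.487 with an estimated correlation), and the number that rose was 1 without either combination replicate, vehicle replicate 1 or estradiol replicate 1 and 0 without vehicle replicate 2 or estradiol replicate 2. Without vehicle replicate 1 their adjusted p from camera was 0.0457. Of stromal and endothelial markers 2 of 4 rose (PLIN1 and VWF) and 0 fell, or 2 and 0 when adjusted over the list alone, 3 having a positive fold change (list adjusted p = 0.126 from camera, 0.398 with an estimated correlation). PLIN1 of fat droplets stood at 23.9 ± 1.79 CPM with estradiol and VWF of endothelium at 22.1 ± 2.33 CPM. In that list the number that rose was 1 without vehicle replicate 2 or estradiol replicate 1, and the adjusted p of VWF was 0.061 without vehicle replicate 2 and 0.0645 without estradiol replicate 1 (range over its alternatives 2.83e-07 to 0.0645) from edgeR's quasi-likelihood test. Of heat shock genes 1 of 14 rose (BAG3) and 0 fell, or 1 and 0 when adjusted over the list alone, 7 having a positive fold change (list adjusted p = 0.799 from camera, 0.835 with an estimated correlation). The adjusted p of the chaperone regulator BAG3 from edgeR's quasi-likelihood test was 0.0194, and 0.0901 with DESeq2, 0.0538 without vehicle replicate 1, 0.206 without vehicle replicate 2, 0.173 without estradiol replicate 1 and 0.127 without estradiol replicate 2 (range over its alternatives 2.4e-05 to 0.206), and in that list the number that rose was 0 without either vehicle or estradiol replicate and 5 without either tamoxifen replicate and the number that fell was 1 without tamoxifen replicate 1 and 2 without tamoxifen replicate 2. Of housekeeping genes 2 of 20 rose (POLR2A and TFRC) and 1 fell (ACTB), or 2 and 1 when adjusted over the list alone (list adjusted p = 0.421 from camera, 0.53 with an estimated correlation), and the number that rose was 0 without either estradiol replicate or vehicle replicate 1, 1 without vehicle replicate 2, 9 without tamoxifen replicate 1 and 8 without tamoxifen replicate 2 and the number that fell was 0 without either vehicle or estradiol replicate and 2 without either tamoxifen replicate.

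In long genes whose transcription estradiol raised, parts far from the promoter may lag behind near parts, a hypothesis. For 29 genes called higher with both compounds than with tamoxifen, libraries that the comparison of estradiol with vehicle does not use, the median of the far minus the near log2 fold change was -0.0894 where the far part began within 50 kb (11 genes, bootstrap 95% interval -0.47 to 0.25), -0.671 at 50 to 100 kb (9 genes, bootstrap 95% interval -1.05 to 0.12) and -0.475 over 100 kb (9 genes, 8 of them below 0, bootstrap 95% interval -1.91 to -0.044). All other genes had medians of -0.102 within 50 kb (283 genes, interval -0.16 to -0.026), 0.0764 at 50 to 100 kb (118 genes, interval -0.034 to 0.14) and 0.201 over 100 kb (126 genes, interval 0.097 to 0.32). The genes lower with both compounds, which are part of these other genes, had 0.203 (14 genes, interval 0.015 to 0.47), 0.611 (4 genes, interval -0.94 to 1.57) and 0.571 (5 genes, interval 0.13 to 1.40) in the same classes. One hypothesis is that polymerases started by estradiol had not reached the far parts at 40 min, which would give a median under -0.5 over 100 kb and which -0.47 leaves undecided. Another is the counting noise of far parts with fewer reads, which would give as large a difference within 50 kb, where it was -0.0894, close to that of all other genes, or for tamoxifen against vehicle in the same genes, where the medians were -0.024 within 50 kb, -0.28 at 50 to 100 kb and -0.043 over 100 kb, and the hypotheses cannot be told apart, since every distance class of these genes holds under 20 genes.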
